# Spurious transcription causing innate immune responses is prevented by 5-hydroxymethylcytosine

**DOI:** 10.1038/s41588-022-01252-3

**Published:** 2022-12-20

**Authors:** Fan Wu, Xiang Li, Mario Looso, Hang Liu, Dong Ding, Stefan Günther, Carsten Kuenne, Shuya Liu, Norbert Weissmann, Thomas Boettger, Ann Atzberger, Saeed Kolahian, Harald Renz, Stefan Offermanns, Ulrich Gärtner, Michael Potente, Yonggang Zhou, Xuejun Yuan, Thomas Braun

**Keywords:** Respiratory tract diseases, Epigenetics, Inflammatory diseases

## Abstract

Generation of functional transcripts requires transcriptional initiation at regular start sites, avoiding production of aberrant and potentially hazardous aberrant RNAs. The mechanisms maintaining transcriptional fidelity and the impact of spurious transcripts on cellular physiology and organ function have not been fully elucidated. Here we show that TET3, which successively oxidizes 5-methylcytosine to 5-hydroxymethylcytosine (5hmC) and other derivatives, prevents aberrant intragenic entry of RNA polymerase II pSer5 into highly expressed genes of airway smooth muscle cells, assuring faithful transcriptional initiation at canonical start sites. Loss of TET3-dependent 5hmC production in SMCs results in accumulation of spurious transcripts, which stimulate the endosomal nucleic-acid-sensing TLR7/8 signaling pathway, thereby provoking massive inflammation and airway remodeling resembling human bronchial asthma. Furthermore, we found that 5hmC levels are substantially lower in human asthma airways compared with control samples. Suppression of spurious transcription might be important to prevent chronic inflammation in asthma.

## Abstract (web summary)

Smooth muscle cell-specific knockout of *Tet3* in mice leads to loss of intragenic 5-hydroxymethylcytosine, accumulation of spurious transcripts and TLR7/8-mediated lung inflammation resembling asthma in human lung samples.

## Main

DNA methylation on cytosine (5mC) is a crucial mechanism in the epigenetic modulation of cell-type specific transcription required for maintaining cell identity. Methylation of CpG islands located in gene promoters often results in transcriptional repression whereas, paradoxically, intragenic 5mC correlates frequently with transcriptional strength, although strong CpG methylation (at least 90%) slows down elongation^1,2^. A recent study demonstrated that the presence of intragenic DNA methylation correlates with prevention of spurious transcription within gene bodies, thereby ensuring transcriptional fidelity^3^ and eliminating the threat of aberrant potentially hazardous aberrant RNAs^4–6^.

Although 5mC-mediated gene repression is relatively stable, substantial phenotypical or functional changes such as cell differentiation but also pathological processes require demethylation. The biochemistry of demethylation remained enigmatic for decades until the discovery of TET enzymes, which successively convert 5mC to 5hmC, 5-formylcytosine (5fC) and 5-carboxycytosine (5caC)^7^. Thymine DNA glycosylase (TDG)-mediated excision of 5fC and 5caC coupled with base excision repair (BER) will eventually result in demethylation^8^. Three family members exist in mammals, TET1–3, which share similar enzymatic activities and cofactor requirements (that is, α-ketoglutarate, oxygen and Fe^2+^) but differ in expression profiles and target preferences^9^. For example, expression of mouse *Tet3* is low in embryonic stem cells (ESC) but increases substantially in some differentiated cell types^10^. Generation of 5hmC by TETs has been viewed mostly as a transition state, required for removal of 5mC and subsequent alleviation of gene repression, but the substantial amount of 5hmC in several somatic cell types makes it unlikely that 5hmC exclusively represents a nonfunctional intermediate of demethylation. Further support of this idea comes from the enrichment of 5hmC in gene bodies of highly expressed genes and at active enhancers^11^. Despite remarkable progress in the field, the true function of 5hmC formation at gene bodies is still incompletely understood, which is caused in part by missing knowledge about the physiological roles of putative 5hmC interactors^12^.

Changes in DNA methylation contribute to profound and reversible phenotype changes from contractile to synthetic states of smooth muscle cells (SMCs) in response to external cues^13,14^. SMCs are found not only in the medial layer of muscularized vessels but also in the airways. Phenotype switching of SMCs in airways contributes to diseases of the lung such as asthma and chronic obstructive pulmonary disease (COPD)^15–17^. *Tet2* was reported to act as a master regulator of murine SMC plasticity, since its knockdown in vitro inhibits expression of key procontractile genes and its overexpression elicits SMC gene expression in fibroblasts^18^. In contrast, the function of *Tet3* in SMCs remains unclear.

Here we describe a pivotal role of TET3 in regulating the fidelity of gene transcription that is required for maintaining the identity of SMC and balancing immune responses in the lung. Our study reveals that spurious transcripts in *Tet3*-deficient mouse SMCs lead to activation of TLR7/8 signaling-dependent innate immune responses and massive lung inflammation, resembling human asthma, offering perspectives to treat various lung diseases.

## Results

### Loss of *Tet3* reduces 5hmc levels in SMC

To explore the role of 5hmC in the regulation of gene expression in a physiological context, we first searched for cells strongly expressing *Tet3*, assuming that high expression may be indicative of a decisive function of TET3. To this end, we introduced a *LacZ* reporter gene cassette into the endogenous *Tet3* gene and visualized *LacZ* expression by 5-bromo-4-chloro-3-indolyl-β-d-galactoside (X-gal) staining. Expression of *Tet3*-*LacZ*, which was present in virtually all cells of the developing mouse embryo at E9.5, was enriched in SMCs of adult animals (Fig. 1a and Extended Data Fig. 1a,b). Likewise, we observed increased expression of *Tet3* in contractile SMCs derived from mouse embryonic stem cell (mESC-SMCs), while expression of *Tet1* and *Tet2* was lower, suggesting a dominant function of TET3 in SMCs (Extended Data Fig. 1c–e). To address the function of TET3 in SMCs in vivo, we generated SMC-specific *Tet3* knockout mice (*Tet3*^*smKO*^) using an inducible *α-SMA*^*ERT2Cre*^ strain^19^ (Extended Data Fig. 1f–h). *Tet3*^*smKO*^ mice were viable and fertile but failed to gain body weight 15 weeks after tamoxifen administration (Extended Data Fig. 1i). Phenotyping of *Tet3*^*smKO*^ mice, 8 weeks after tamoxifen administration, showed clear morphological changes in the lung, indicated by a shift from a columnar to a cuboidal epithelium, whereas no obvious structural abnormalities were detected in other SMC-containing organs (Fig. 1b and Extended Data Fig. 1j,k). Thus, we decided to focus on the lung for further studies. Introduction of a *tdTomato* reporter allele into *Tet3*^*smKO*^ mice (referred to as *Tet3*^*smKO:T*^) allowed FACS-based isolation of lung SMCs, revealing a profound reduction of 5hmC levels in SMCs after loss of *Tet3* (Fig. 1c–f and Extended Data Fig. 1l–p), while global levels of 5fC and 5caC were unchanged. Since 5fC and 5caC are effectively removed by TDG and base excision repair, we assume that 5fC/5caC levels do not reflect dynamic changes in the oxidation of 5hmC in *Tet3* mutant SMC but rather represent stable remnants of previous oxidation events, probably acquired during SMC differentiation (Fig. 1e,f). Furthermore, no obvious changes in the global 5mC content in *Tet3* mutant SMCs were observed (Fig. 1e,f). Although we cannot exclude that hypermethylation of active genomic regions is levelled out by a paradoxical loss of DNA methylation in heterochromatin^20^, this finding might indicate that TET3 serves an additional function in SMCs, independent of dynamic 5mC changes required for transcriptional activation. Loss of *Tet3* did not lead to compensatory upregulation of TET2 and germline inactivation of *Tet2* using two different mouse strains did not change 5hmC levels in SMCs of the aorta and lung (Extended Data Fig. 2a–h,j). Furthermore, we did not detect any obvious morphological abnormalities in SMC-containing organs of *Tet2* mutants, although a critical role of *Tet2* was reported for maintaining the differentiated state of SMC in human coronary arteries^18^ (Extended Data Fig. 2g–k). Notably, *Tet2* inactivation in *Tet3*-deficient SMCs (*Tet2/Tet3*^*smKO*^) did not lead to a further decline of 5hmC in bronchial SMCs (BSMCs) or aggravated the airway remodeling phenotype of *Tet3*^*smKO*^ mice. In pulmonary vascular SMCs (VSMCs) of *Tet2/Tet3*^*smKO*^, the 5hmC levels were lower than in *Tet3*^*smKO*^ VSMCs, but no serious vascular abnormalities were evident (Extended Data Fig. 2l,m). We conclude that TET3 is the main enzyme for maintaining normal 5hmC levels in BSMCs and that the functions of TET2 and TET3 overlap in pulmonary VSMCs.

**Fig. 1:**
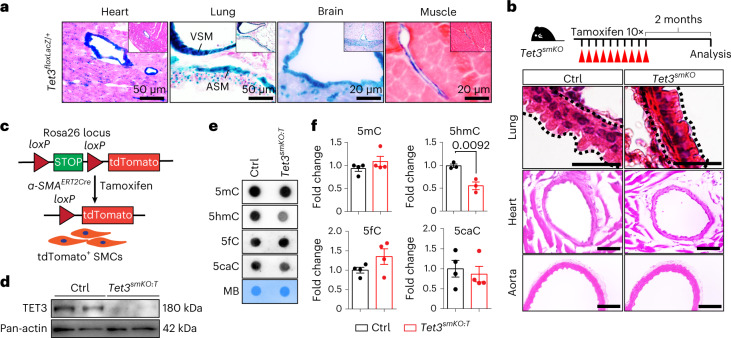
TET3 is required to maintain 5hmC levels in SMCs. **a**, LacZ staining of cryosections derived from different organs of *Tet3*^*floxLacZ/+*^ mice (*n* = 3). Scale bars, 50 μm (heart and lung) or 20 μm (brain and muscle). **b**, H&E staining of paraffin sections from control or *Tet3*^*smKO*^ lungs (*n* = 5). Scale bar, 200 μm (upper panel); 50 μm (middle panel); 10 μm (lower panel). The experimental design is depicted in the upper panel. **c**, Outline of the strategy to isolate tdTomato-labeled SMCs. **d**, Western blot analysis of TET3 in sorted lung control and *Tet3*^*smKO:T*^ SMCs. **e**, Dot blot analysis of 5mC (*n* = 4), 5hmC (*n* = 3), 5fC and 5caC (*n* = 4) levels in sorted lung SMCs from control and *Tet3*^*smKO:T*^ mice. Methylene blue (MB) staining served as loading control. **f**, Quantification of 5mC, 5hmC, 5fC and 5caC levels from the dot blot analysis of SMCs (two-tailed unpaired *t*-test). *n* represents independent animals. Data are presented as mean values ± s.e.m. Source data

### 5hmC prevents spurious entry of RNA polymerase II

Next, we determined the distribution of 5hmC in lung SMCs by Nano-5hmC-seal (Nano-seal), a nonantibody-based technique. Bioinformatics analysis disclosed genome-wide accumulation of 5hmC in gene bodies with an enrichment at proximal 5′-upstream regulatory regions and a sharp decline at the transcriptional start sites (TSS) (Extended Data Fig. 3a). Highly transcribed genes showed the strongest accumulation of 5hmC within gene bodies, while weakly expressed genes had much lower 5hmC levels (Fig. 2a). Inactivation of *Tet3* led to global reduction of 5hmC levels (Fig. 2b and Extended Data Fig. 3a). In contrast, genes expressed at very low levels (bottom 5%) showed no enrichment in gene bodies and were less affected by the loss of *Tet3* (Fig. 2a). These data suggest that TET3-mediated generation of intragenic 5hmC depends primarily on transcriptional activity.

**Fig. 2:**
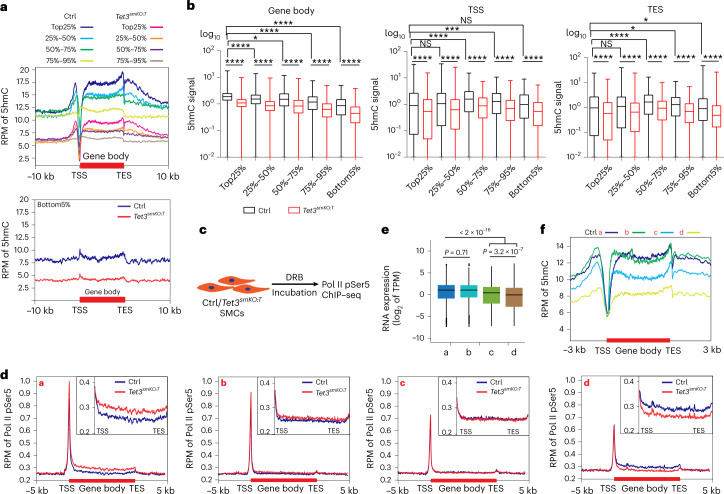
*Tet3* inhibits aberrant entry of Pol II into gene bodies with high 5hmC content. **a**, Overlap of Nano-seal-seq and RNA-seq datasets from sorted lung SMCs of control and *Tet3*^*smKO:T*^ mice demonstrating a positive correlation of 5hmC enrichment and gene expression levels. Genes were divided into five groups based on RNA-seq expression levels in control lung SMCs. The distribution of 5hmC at TSS, gene body and TES in each group is shown. **b**, Boxplots represent 5hmC Nano-seal-seq signals within gene body, TSS and TES region of distinct gene groups as in **f** (*n* = 2 independent animals; one-way ANOVA with Tukeyʼs post hoc test: *P < 0.05, ***P < 0.001, ****P < 0.0001). The boxplot displays the median with min (bottom value) to max (top value). **c**, Depiction of the experimental strategy. Sorted lung SMCs were treated with DRB before Pol II pSer5 ChIP. **d**, ChIP–seq analysis of intragenic Pol II pSer5 entry in control and *Tet3*-deficient SMCs in genes grouped into quartiles (**a**–**d**) according to Pol II pSer5 ChIP–seq data (log_2_ *Tet3*^*smKO:T*^ per Ctrl). Insets, zoomed-in view of gene bodies. **e**, RNA-seq analysis of transcriptional activity in quartiles defined by the degree of Pol II pSer5 binding (*n* = 2). *P* values were calculated with the Kruskal–Wallis test followed by the Wilcoxon rank sum test. Data in **e** are presented as mean values ± s.e.m. **f**, Analysis of 5hmC accumulation in quartiles defined by the extent of Pol II pSer5 binding. Source data

Next, we determined the binding profiles of RNA polymerase II (Pol II) phosphorylated at Ser5 (Pol II pSer5) by chromatin immunoprecipitation with sequencing (ChIP–seq) after DRB-induced block of transcriptional elongation (Fig. 2c). 

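The Pol II pSer5 ChIP–seq data comprised 2 immunoprecipitated libraries of Ctrl SMCs and 2 of Tet3smKO:T SMCs, in which *Tet3* was deleted in smooth muscle cells by a tamoxifen-inducible Cre. The SMCs had been sorted from lungs by FACS, and the antibody recognizes the serine 5 phosphorylated form of Pol II that marks initiating polymerase. DRB inhibits the kinase that releases paused Pol II, so that polymerases stay close to where they initiated. According to the methods, the sorted cells were treated with 100 µmol DRB at 4 °C for 1 h, and 50 µg of sheared DNA was precipitated with 4 µg of antibody. Chromatin inputs were sequenced as 4 further samples, which have no values of their own in the table analysed here. The authors called peaks per library, unified them into 1761 peaks on mouse genome GRCm38, recounted the reads of each library in each peak, normalized them with DESeq2 and rounded them to whole numbers. The methods describe subtraction of the input before counting. The values of each library nevertheless fell on whole counts multiplied by a single factor and rounded. This factor, estimated from the gaps and doublings in the series of values, was 0.910 and 1.25 in Ctrl replicates 1 and 2, and 0.690 and 1.20 in Tet3smKO:T replicates 1 and 2. The normalized values summed to 26482 and 27058 in the Ctrl libraries and to 25673 and 26624 in the Tet3smKO:T libraries. Divided by the factors, these sums correspond to about 29101 and 21595 reads in peaks in the Ctrl libraries, and to about 37234 and 22233 in the Tet3smKO:T libraries. The median peak had a value of 13 or 14 in every library, so that counting noise contributed much of the spread of a single peak. Peaks were 77 to 614 nt wide, with a median of 197 nt. Across peaks, the Pearson correlation of log2(value + 1) was 0.66 for both pairs of replicates and 0.55 to 0.60 between libraries of different genotype. The chi-square statistic of the estimated reads per degree of freedom, which is 1 for pure counting noise, was 1.26 and 1.31 between replicates and 1.48 to 1.72 between genotypes. The genotypes were compared with limma on log2(value + 1) without renormalization, since the deposited values were already normalized to each other. Because this normalization centres the libraries on the typical peak, a rise shared by most peaks cannot be seen in these values.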

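By the authors' gene assignment, 1125 of the 1761 Pol II pSer5 peaks lay within 5000 nt of the TSS of their gene (promoter peaks), 230 lay further inside a gene (gene-body peaks) and 406 had no gene assigned. None of the 1761 peaks reached an adjusted p-value under 0.05 in limma's moderated test with Benjamini–Hochberg adjustment, and the lowest adjusted p-value was 0.681. At an unadjusted p-value under 0.05, 57 peaks were higher and 70 lower in Tet3smKO:T than in Ctrl. The median log2 fold change of promoter peaks was −0.03, with 47.0% of them above 0. The median log2 fold change of gene-body peaks was 0.10, with 55.7% of them above 0. At an unadjusted p-value under 0.05, 14 gene-body peaks were higher and 13 lower, as were 22 and 32 promoter peaks. The median log2 difference of gene-body peaks between replicates, replicate 1 minus replicate 2, was −0.14 in Ctrl and 0 in Tet3smKO:T. Against Ctrl replicate 1, the median difference of gene-body peaks was 0.24 in Tet3smKO:T replicate 1 and 0.17 in replicate 2, whereas against Ctrl replicate 2 it was 0.03 and 0. Gene-body peaks held 10.9% ± 0.80 (SD, n = 2) of the summed values in Ctrl and 11.4% ± 0.41 (SD, n = 2) in Tet3smKO:T, and the ranges of the genotypes overlapped (exact two-sided permutation test, p = 0.667; with 2 against 2 libraries this test cannot reach 0.05). Promoter peaks held 69.0% ± 1.7 (SD, n = 2) in Ctrl and 68.4% ± 0.55 (SD, n = 2) in Tet3smKO:T (p = 1 from the same exact permutation test). Restricting the comparison to the upper 75% of peaks by mean value moved the gene-body median most, to −0.01. Among single peaks, chosen after their values were seen, an intragenic peak of *Zbtb16* at chromosome 9, from 48723527 to 48723981, had values of 12 and 20 in Ctrl and 46 and 47 in Tet3smKO:T, a log2 fold change of 1.52 (standard error 0.30, adjusted p = 0.681 from limma). An intragenic peak of *Nkd1* at chromosome 8, from 88555752 to 88555947, had values of 19 and 19 in Ctrl and 3 and 1 in Tet3smKO:T, a log2 fold change of −2.82 (standard error 0.54, adjusted p = 0.681 from limma). No peak was assigned to *Tet3*, and the peak nearest to the gene lay 47729 nt away, so the deletion itself could not be read from these libraries.

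**Figure D1:**
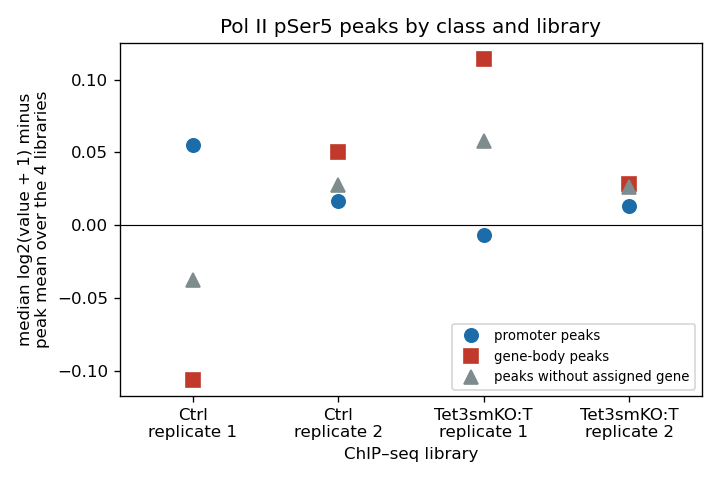
Median deviation of promoter peaks (circles), gene-body peaks (squares) and peaks without an assigned gene (triangles) in each of the 4 libraries, as log2(value + 1) minus the mean of that peak over the 4 libraries. Gene-body peaks were lowest in Ctrl replicate 1 (−0.11) and highest in Tet3smKO:T replicate 1 (0.11), while Ctrl replicate 2 (0.05) lay above Tet3smKO:T replicate 2 (0.03).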

Importantly, loss of *Tet3* increased binding of Pol II pSer5 to TSS and gene bodies (Extended Data Fig. 3b). 

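Gene-body peaks of Pol II pSer5 were assigned to 205 genes. When these genes were ranked by the log2 ratio of their summed gene-body values, Tet3smKO:T over Ctrl, and divided into quartiles, the median log2 change was 1.00 in group a (52 genes), 0.22 in group b (51 genes), −0.12 in group c (51 genes) and −0.85 in group d (51 genes). The median gene-body value of group a rose from 5 and 5 in the Ctrl libraries to 12 and 11 in the Tet3smKO:T libraries. In group d it fell from 13 and 16 to 9 and 7. These groups share their names with those of Fig. 2d, but they cover only genes with a called gene-body peak. The paper's own groups were not rebuilt here. A ranking on a ratio separates the groups even when only noise differs, so the genes were also ranked on a single pair of same-numbered libraries and read in the other pair. Ranked on replicate 1, group a had a median log2 change of 0.38 in replicate 2, with 57.7% of its genes above 0. Groups b and c had 0, and group d had −0.22. Ranked on replicate 2, group a had a median log2 change of 0.72 in replicate 1, with 82.7% of its genes above 0. Groups b, c and d had 0.07, 0.18 and 0.17, so every group lay above 0 in replicate 1. The peaks were unified over all 4 libraries, so this split does not remove a selection made by peak calling. The Spearman correlation across the 205 genes between the changes in both pairs was 0.28, and it was 0.40 when the libraries were paired the other way. Genes are not independent replicates, so these coefficients are descriptive. Over the 1312 genes with any assigned peak, a set chosen after the data were seen, changes were taken from all peaks of a gene. The coefficients were then 0.09 and 0.17. For same-numbered libraries it was also 0.09 in those genes with gene-body peaks whose mean signal was at or above the median.

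**Figure D2:**
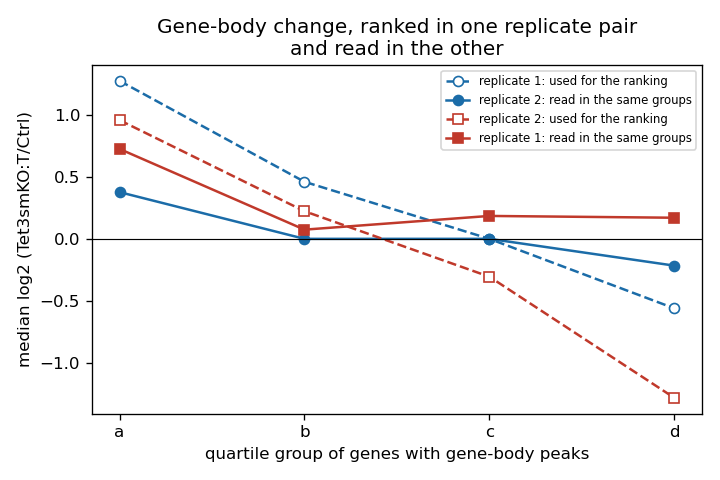
Median log2 (Tet3smKO:T/Ctrl) of gene-body values in quartile groups a to d of 205 genes, for the replicate pair used for the ranking (open symbols, dashed lines) and for the other pair read in the same groups (filled symbols, solid lines). Group a stayed above 0 in the pair not used for the ranking (0.38 and 0.72), whereas group d was at −0.22 and 0.17.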

Grouping of genes into quartiles (group a–d) based on Pol II pSer5 ChIP–seq data (log_2_ *Tet3*^*smKO:T*^/Ctrl) yielded an even clearer view. Increased intragenic binding of Pol II pSer5 in *Tet3* mutant SMCs was correlated positively with transcriptional activity measured by higher levels of Pol II pSer5 binding at TSSs (Fig. 2d), RNA-seq reads (Fig. 2e) and enhanced 5hmC content within gene bodies of control SMCs (Fig. 2f and Extended Data Fig. 3c). These data indicate that *Tet3*-mediated formation of 5hmC at gene bodies prevents intragenic entry of Pol II into highly transcribed genes.

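Only 12 of the 205 genes with gene-body peaks also had a promoter peak. Across these 12 genes, the Spearman correlation between the gene-body change and the mean promoter value in Ctrl was 0.50 (permutation test, two-sided p = 0.103, adjusted p = 0.191 over the 6 relations computed across genes). The 12 genes were distributed as 5 in group a, 4 in group b, 3 in group c and 0 in group d, and their median promoter value in Ctrl was 22.5 in group a, 13.2 in group b and 13.0 in group c. When the change was taken from replicate 1 and the promoter level from Ctrl replicate 2, the coefficient was 0.45, and with the replicates exchanged it was 0.25. Over all 1119 genes with a promoter peak, using all peaks of a gene for its change, the coefficient was −0.38 (permutation test, p = 1e-05, the smallest the permutations can give). Of these genes only the 12 above had a gene-body peak. This coefficient therefore mostly relates promoter peaks to their own level and does not measure intragenic entry. A change and a level taken from the same libraries share their noise, and with the level read in the other replicate the coefficient was −0.16 and −0.01. For RNA, the paper's source data list control expression as log2 TPM, and the portion used here holds 1994 genes with a finite value. Of these, 20 had a gene-body peak, and the Spearman correlation between their gene-body change and the paper's log2 TPM was 0.28 (permutation test, p = 0.223, adjusted p = 0.268). Over the 147 of these genes with any assigned peak, with the change taken from all peaks of a gene, it was 0.13 (permutation test, p = 0.110, adjusted p = 0.191). The median of the paper's log2 TPM was 4.35 for the 5 genes of group a with a value, 4.66 for 7 genes of group b, 4.12 for 5 genes of group c and 3.97 for 3 genes of group d. None of these relations across genes with gene-body peaks passed the adjustment. 5hmC was not measured in these libraries.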

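Detection of a peak itself depended on expression. Among the 1994 genes with a finite log2 TPM in the portion of the paper's source data used here, an assigned Pol II pSer5 peak was present for 1.40% of the 499 genes in the lowest quartile of expression, 5.42% of 498 genes in the second, 8.63% of 498 genes in the third and 14.0% of the 499 genes in the highest. Gene-body peaks were present for 4, 2, 4 and 10 genes of these quartiles. From higher intragenic Pol II pSer5 in *Tet3*-deficient SMCs at genes with high TSS occupancy, high RNA levels and high 5hmC in control gene bodies (Fig. 2d–f), the paper infers that 5hmC formed by TET3 keeps Pol II from entering the bodies of highly transcribed genes.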

To dissect the mechanisms leading to preferential accumulation of 5hmC at gene bodies of highly transcribed genes, we investigated whether TET3 associates with the transcription elongation machinery. Coimmunoprecipitation (Co-IP) revealed that wildtype (WT) but not catalytically inactive TET3 interacts with pan-RNA Pol II and elongating Pol II (Pol II pSer2), which was further verified by in situ proximity ligation assays (PLA) (Fig. 3a,b and Extended Data Fig. 3d). We also found interactions of WT but not catalytically inactive TET3 with the H3K36 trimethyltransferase SETD2 and colocalization of 5hmC with SETD2 but not with the H3K36 dimethyltransferase NSD3 (Fig. 3a,b). Importantly, increased expression of WT but not catalytically inactive TET3 enhanced binding of SETD2 to Pol II (Fig. 3c), suggesting that TET3-mediated 5hmC formation stabilizes interactions of SETD2 with the RNA Pol II-containing elongation machinery, although SETD2 is able to interact directly with the carboxy-terminal domain of Pol II at pSer2^21,22^. The dramatic reduction of H3K36me3 within gene bodies in SMCs after inactivation of *Tet3* indicates a failure of SETD2 or H3K36me3-dependent repressive chromatin formation required to prevent entry of Pol II (refs.^3,4^) (Extended Data Fig. 3e,f). 

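The change in intragenic Pol II pSer5 was compared with the change in H3K36me3 that the paper lists per gene for its most highly transcribed quartile, of which 999 genes were used here. In this portion of the paper's values, H3K36me3 was lower in Tet3smKO:T than in Ctrl for 72.8% of genes, with a median difference of −0.07 in the paper's unit. Gene-body peaks of Pol II pSer5 were present for 20 of these genes. Across them, the Spearman correlation between the log2 change in gene-body Pol II pSer5 and the paper's H3K36me3 difference was 0.35 (permutation test, two-sided p = 0.127, adjusted p = 0.191 over the 6 relations across genes). A positive coefficient means that genes gaining Pol II pSer5 lost less H3K36me3. Over the 140 genes with any assigned peak, with the change taken from all peaks of a gene, the coefficient was 0.05 (permutation test, p = 0.571, adjusted p = 0.571). Neither coefficient was distinguishable from 0, and genes are not independent replicates.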

Integrated analysis of H3K36me3 ChIP–seq and RNA-seq or Pol II pSer5 ChIP–seq data revealed a strong decline in H3K36me3 levels in highly transcribed genes concomitant with a strong increase of intragenic Pol II entry following loss of *Tet3* (Fig. 3d,e). ChIP–qPCR further validated substantial reduction of H3K36me3 in intragenic regions of highly expressed genes such as *Acta2*, *Cnn1*, *Myh11*, *Dbn1*, *Arhgap18* and *Lpxn* in *Tet3* mutant SMCs, which was not observed in low-expressed genes (Extended Data Fig. 3g). Taken together, our findings indicate that TET3 and/or 5hmC facilitate recruitment of SETD2 and subsequent H3K36me3 deposition within transcribed gene bodies, preventing ectopic entry of Pol II pSer5 to gene bodies in SMCs.

**Fig. 3:**
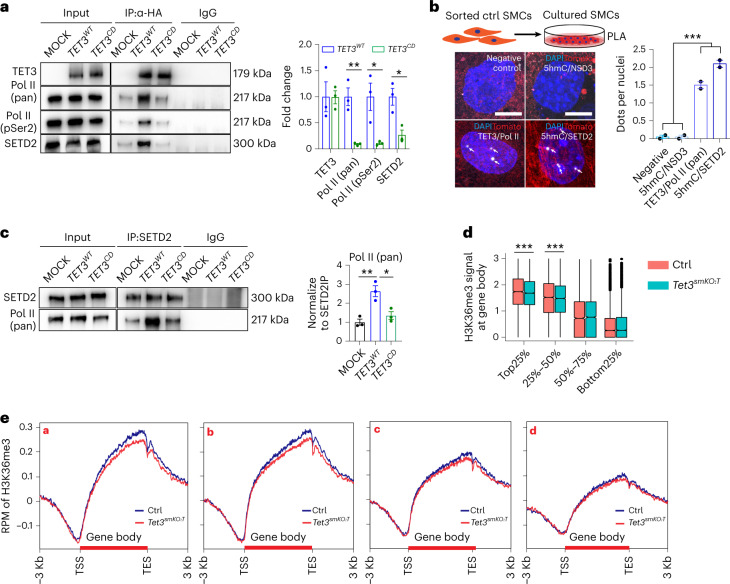
TET3-dependent 5hmC formation stabilizes SETD2-Pol II recruitment, facilitating intragenic H3K36me3 deposition within highly transcribed genes. **a**, Co-IP of WT (*TET3*^*WT*^) or catalytically inactive (*TET3*^*CD*^) HA-tagged human *TET3* after expression in HEK293T cells followed by western blot analysis (*n* = 3 independent experiments). Quantification of coprecipitated Pol II (pan), Pol II (pSer2) and SETD2 is shown on the right (*n* = 3; two-tailed unpaired *t*-test: **P = 0.0059, *P = 0.0276, *P = 0.0172). **b**, PLA to visualize interactions of 5hmC and NSD3, TET3 and Pol II (pan), and 5hmC and SETD2 in control SMCs (*n* = 2 independent animals). Positive PLA signals are indicated by white arrows. Quantification of average PLA signal per nuclei (%) in control SMCs is shown in the right panel (*n* = 2). One-way ANOVA with Tukeyʼs post hoc test: ***P < 0.001. Scale bar, 50 μm. **c**, Co-IP to detect interactions of Pol II with SETD2 in HEK293T cells following mock, *TET3*^*WT*^ and *TET3*^*CD*^ transfections (*n* = 3 independent experiments). Quantification of coprecipitated Pol II is shown on the right (*n* = 3, one-way ANOVA with Tukey’s post hoc test: *P = 0.0156, **P = 0.005). **d**, Analysis of H3K36me3 signals within gene bodies of quartiles defined by RNA-seq analysis of transcriptional activity (*n* = 2). *P* values were calculated with the one-tailed likelihood-ratio test: ***P < 0.001. **e**, Distribution of H3K36me3 ChIP–seq signals within gene bodies of different subgroups of genes as defined in Fig. 2b (*n* = 2). Data in **a**–**c** are presented as mean values ± s.e.m. Source data

### Aberrant transcripts in *Tet3* mutant SMCs

To identify genes with spurious intragenic transcription, we analyzed RNA-seq data of SMCs isolated from *Tet3*^*smKO:T*^ mice by calculating the ratio between the RPKM (reads per kilobase per million mapped reads) of intermediate and first exons (Extended Data Fig. 4a,b). Of all genes containing more than four exons, 7,761 had a log_2_ ratio greater than one of all intermediate exons from second exon onwards versus the first exon in *Tet3*-deficient SMCs (Fig. 4a). To detect bona fide cryptic transcription initiation events, we performed Cap-analysis gene expression-sequencing (CAGE–seq), which identifies transcription start sites (TSSs) at single-base pair resolution^23,24^. Importantly, the number of intragenic CTSS (defined as TSS with CAGE tag greater than eight, the average value of each single-base TSS on annotated TSSs) increased significantly in *Tet3*-deficient SMCs (Extended Data Fig. 4c). The frequency of ectopic intragenic transcriptional initiation correlated positively with transcription activity indicated by CAGE signals at canonical TSSs, which corresponds well to Pol II ChIP–seq data (Fig. 2d and Extended Data Fig. 4d). Since localization of 5hmC is strongly asymmetric, with significantly higher levels on the sense strand^25^, we focused on 2,114 genes that contain intragenic CTSS on the sense-strand-specific for *Tet3*-deficient SMC (Fig. 4a). Out of the 2,114 genes, 515 (24%) showed increased ratios of RNA-seq reads between downstream and first exons as well as enhanced Pol II intragenic entry in mutant SMCs, and were therefore designated spuriously expressed genes (Fig. 4a). 

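Of the 515 spuriously expressed genes that the paper lists for Fig. 4a, 32 had an assigned peak in the Pol II pSer5 ChIP–seq table, with 21 promoter peaks and 12 gene-body peaks. The median log2 change of these 32 genes, from the sum of all their peaks, was 0.35, against 0.00 for the other genes with a peak. The change was above 0 in 25 of the 32 genes (78.1%) and in 45.1% of the others. In 10000 random lists of 32 other genes matched on mean signal, the median lay between −0.20 and 0.18 in 95% of lists, and 0 lists reached 0.35. The 12 gene-body peaks had a median log2 fold change of 0.50 and the 21 promoter peaks 0.34. limma's camera test, which accounts for the spread between replicates and for correlation between peaks, placed the 33 peaks above the rest (p = 0.00805), and the median was 0.27 to 0.32 when each library was left out in turn. Without Ctrl replicate 1, 251 of 10000 matched lists reached the median of 0.27, and 65.6% of the 32 genes lay above 0. None of the 33 peaks reached an adjusted p-value under 0.05 in limma's test, and at an unadjusted p-value under 0.05, 2 were higher and 2 lower. The intragenic peak of *Tmeff2*, at chromosome 1 from 51136807 to 51136979, was among these, with values of 5 and 5 in Ctrl and 9 and 16 in Tet3smKO:T, a log2 fold change of 1.12 (adjusted p = 0.681 from limma). It was chosen after its values were seen. The designation of these genes itself used the paper's own groups a and b of the Pol II pSer5 data, so the shift cannot be told apart from this selection and is no independent measurement. Of 25 genes fixed before the data were examined, which include *Acta2*, *Cnn1*, *Myh11*, *Dbn1*, *Arhgap18*, *Lpxn*, *Pdlim3*, *Lcp1* and *Anln*, 0 had an assigned peak and 0 had a peak inside the gene. The nearest peak lay 1483382 nt from *Acta2*, 506236 nt from *Cnn1*, 31277 nt from *Myh11* and 104929 nt from *Dbn1*. Only *Cd68* had a peak within 5000 nt, which lay 1479 nt away and was assigned to *Mpdu1*. The absence of a called peak does not show the absence of signal in the named genes.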

Genes with high transcriptional activity and epigenetic signatures, including increased DNA accessibility and H3K4me2/3 deposition generated more spurious transcripts than other genes (Fig. 4b,c and Extended Data Fig. 4e–g). Such genes code for contractile actin filament bundle and actomyosin structure organization (for example, *Acta2*, *Cnn1*, *Myh11*, *Dbn1*) and pathways important for sarcoplasmic reticulum function and SMC contraction such as ‘Focal adhesion,’ ‘Calcium signaling pathway’ and ‘Inositol phosphate metabolism’^26^ (Fig. 4d,e and Extended Data Fig. 4h,i). As a consequence of enhanced spurious transcription, more RNA-seq reads of highly expressed contractile SMCs genes, for example, *Acta2*, *Arhgap18* and *Cnn1*, were recorded after *Tet3* inactivation, albeit concentrations of functional full-length mRNAs detected by semiquantitative PCR dropped (Fig. 4e and Extended Data Fig. 4j). We reason that the reduced presence of full-length mRNAs for contractile functions is not caused by reduced transcriptional activity, since (1) transcriptional activity at respective loci is not diminished and (2) expression of key transcription factors driving SMC gene expression (for example, *Klf4* and myocardin (*Myocd*)) remained unchanged (Extended Data Fig. 4k).

**Fig. 4:**
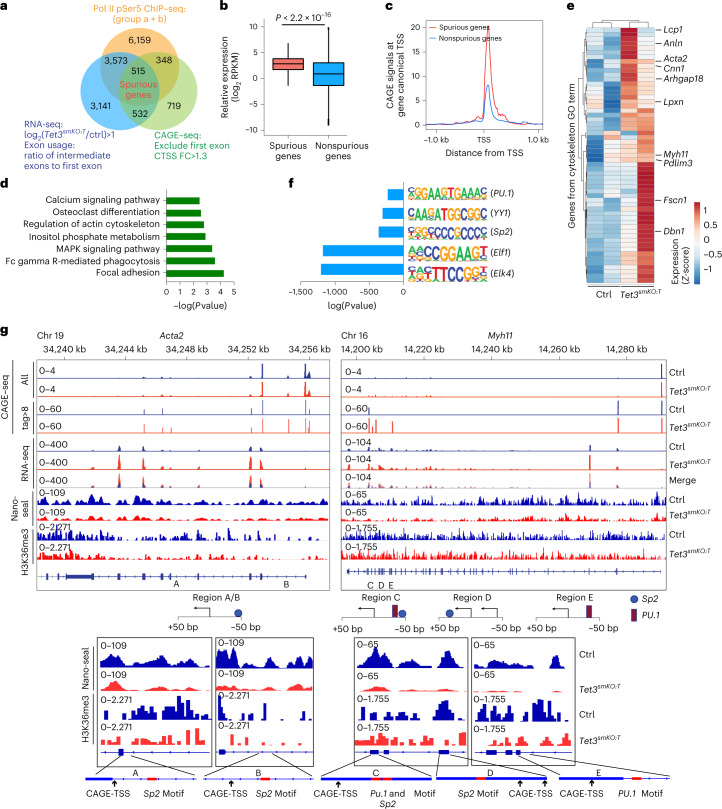
*Tet3* inhibits aberrant intragenic initiation of transcription within highly expressed SMC genes. **a**, Venn diagram based on integrated analysis of ChIP–seq, RNA-seq and CAGE–seq datasets to identify spuriously transcribed genes. **b**, Transcriptional activity of spurious and nonspurious genes assessed by RNA-seq. *P* values was as calculated using the one-tailed likelihood-ratio test. **c**, CAGE–seq signals at canonical TSSs of spuriously and nonspuriously transcribed genes. **d**, KEGG pathway analysis of spuriously transcribed genes shown in **a** (*n* = 2 independent animals). *P* value was calculated with two-sided, Fisher’s exact test. **e**, Heatmap reflecting normalized counts transformed by *z* score from RNA-seq of sorted SMCs (*n* = 2 independent animals). Genes involved in cytoskeleton formation are shown. Genes related to contractile actin filament bundle and actomyosin structure organization are indicated. GO, gene ontology. **f**, Histogram of *Tet3*-deficiency-dependent enrichment of CpG-containing motifs in a region ± 50 nucleotides of intragenic TSSs (CAGE tag >8) in SMCs (*n* = 2 independent animals*)*. *P* value was calculated using Pearson’s correlation coefficient test. **g**, IGV tracks displaying the first single nucleotide of CAGE–seq capture sequences (CAGE tag >8) and RNA-seq peaks, Nano-seal and H3K36me3 ChIP–seq signals in *Acta2* and *Myh11* genes. Bottom, schematic representation of CAGE-TSS, putative transcription factor binding sites and gene tracks views of Nano-seal, H3K36me3 ChIP–seq signals within genomic regions containing putative transcription factor binding sites. Source data

The drop in 5hmC accumulation after inactivation of *Tet3* was particularly evident within gene bodies, where 5hmC levels are high compared with proximal 5′-upstream regulatory regions, indicating a more important role of TET3 in transcriptional elongation than transcriptional initiation in this subset of genes (Extended Data Fig. 5a,b). hMeDIP–qPCR confirmed a marked reduction of 5hmC levels specifically at intragenic but not promoter regions of highly expressed spurious genes coding for contractile proteins after *Tet3* depletion. In contrast, 5hmC levels of low-expressed nonspurious genes were not affected (Extended Data Fig. 5c). Intriguingly, 5mC levels were not significantly altered within either intragenic or promoter regions of highly expressed contractile and low-expressed synthetic genes after loss of *Tet3* (Extended Data Fig. 5d). This finding indicates that dynamic formation of 5hmC and deposition of H3K36me3 rather than the mere presence of 5mC alone plays a decisive role in preventing spurious transcription.

Of note, we found a significant enrichment of CpG dinucleotides and transcription factor binding motifs containing CpG sequences, including motifs related to *Sp2* and members of the Ets family within 50 base pairs (bp) of TET3-dependent intragenic CTSSs in spuriously expressed genes (Fig. 4f). CAGE–seq analysis confirmed that ectopic transcriptional initiation occurred specifically at intragenic binding motifs of contractile genes such as *Acta2* and *Myh11* in *Tet3*-deficient SMC (Fig. 4g). Importantly, 5hmC and H3K36me3 levels were both reduced in the vicinity of intragenic CTSSs of *Acta2* and *Myh11* genes in *Tet3*-deficient SMCs (Fig. 4g).

### Spurious transcripts activate TLR7 signaling

To determine the functional impact of spurious transcripts, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of RNA-seq data from *Tet3* mutant and control lung SMCs was performed. Intriguingly, the top 15 upregulated pathways were associated mainly with inflammatory responses (Fig. 5a). In particular, *Tet3* inactivation resulted in upregulation of genes involved in endosomal TLR7/8 signaling (that is, *Tlr7*, *Myd88, Ccl5*, *Il1b* and so on), which is normally activated by single-stranded RNA of viral origin causing production of cytokines and chemokines, and expression of a set of macrophage-enriched genes such as *Cd68*, *Adgre1* and *Lgals3* in SMC^27^ (Fig. 5b and Extended Data Fig. 6a). Moreover, we detected enhanced levels of EEA1 and RAB7—proteins regulating endosome trafficking that colocalize with TLR7 in *Tet3*-deficient SMCs (Extended Data Fig. 6b). Recruitment of the adapter molecule MYD88 by TLR7 was increased substantially in *Tet3*-deficient SMCs (Fig. 5c), suggesting that aberrant spurious transcripts provoke activation of nucleic-acid-sensing TLRs, which bestow *Tet3-*deficient SMCs with macrophage-like properties—as seen during phenotype switching under pathological conditions^28^. To analyze whether spurious transcripts indeed activate TLR7 signaling, we transfected HEK293 and HeLa cells with whole cellular RNA extracted from control and *Tet3*-deficient SMCs. Expression levels of endosomal TLR7 downstream genes including *IRF7*, *IL1b*, *CCL5*, *CD86*, *IFNb*, *CXCL9* but not of *TLR7/MYD88* or the nonendosomal target *CCR5* were significantly elevated in HeLa cells by RNA from *Tet3*-deficient SMCs compared with control SMC RNA (Fig. 5d and Extended Data Fig. 6c). Absence of TLR7 signaling, as in HEK293 cells, or E6446-mediated TLR7 inhibition of HeLa cells, prevented such an increase, indicating that induction of innate immune responses by spurious transcripts depends on TLR7 (Fig. 5d and Extended Data Fig. 6d,e).

**Fig. 5:**
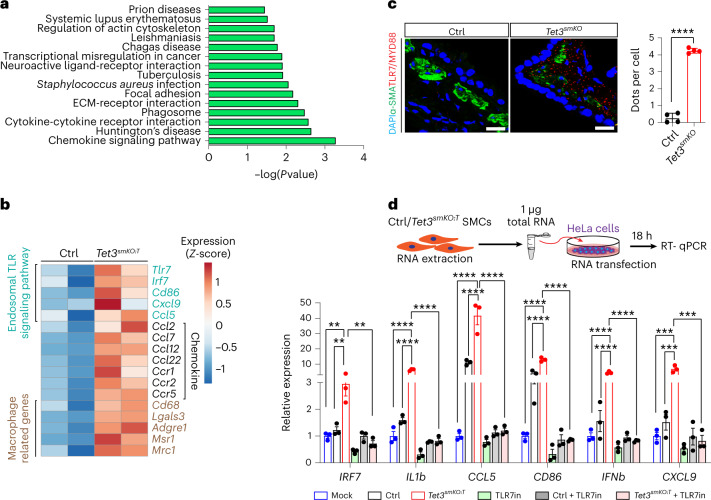
Spurious transcripts activate the endosomal TLR7 signaling pathway in SMCs. **a**, KEGG pathway analysis of RNA-seq data from SMCs of control and *Tet3*^*smKO:T*^ lungs (*n* = 2 independent animals). *P* value was calculated using the two-sided, Fisher’s exact test. **b**, The heatmap represents normalized counts transformed by the *z* score of differentially expressed genes involved in TLR signaling, chemokine signaling and selected macrophage related genes (*n* = 2; log_2_(fold change) >0.585, Wald-test with Benjamini–Hochberg correction: *P* ≤ 0.05). **c**, In situ PLA to visualize the interaction between TLR7 and MYD88 in airway SMCs. Nuclei were counterstained with DAPI. Quantification of PLA signals is shown in the right panel (*n* = 3 independent animals; two-tailed, unpaired *t*-test: ****P < 0.0001). Scale bar, 50 μm. **d**, RT-qPCR analysis of HeLa cells transfected with total RNAs from control SMCs, *Tet3*^*smKO:T*^ SMCs and after mock transfection with or without TLR7 inhibitor (E6446) treatment (*n* = 3 independent experiments; one-way ANOVA with Tukey’s post hoc test: **P < 0.01; ***P < 0.001; ****P < 0.0001). The experimental strategy for mRNA transfection is depicted in the upper panel. Data in **c** and **d** are presented as mean values ± s.e.m. Source data

To confirm the hypothesis that TET3-mediated 5hmC formation prevents spurious transcription and subsequent inflammatory responses, we expressed either WT or catalytically inactive human TET3 in mESCs-derived SMCs after *Tet3* knockdown (*Tet3*^*KD*^) (Fig. 6a and Extended Data Fig. 6f). We verified that knockdown of *Tet3* reduces 5hmC and H3K36me3 formation (Fig. 6a and Extended Data Fig. 6g) and enhances TLR7-dependent expression of cytokine/chemokine genes, similar to *Tet3*-deficient primary SMCs (Extended Data Fig. 6h). Expression of WT but not catalytically inactive human TET3 normalized expression of cytokine/chemokine genes in *Tet3*^*KD*^ SMCs (Fig. 6b). Transfection of cellular RNA collected from *Tet3*^*KD*^ SMCs stimulated cytokine/chemokine gene expression in recipient cells, which was blocked by TLR7 inhibition. Likewise, cellular RNA from *Tet3*^*KD*^ SMCs lost this stimulatory effect when WT, but not catalytically inactive, human TET3 was expressed in the donor cells (Fig. 6c).

**Fig. 6:**
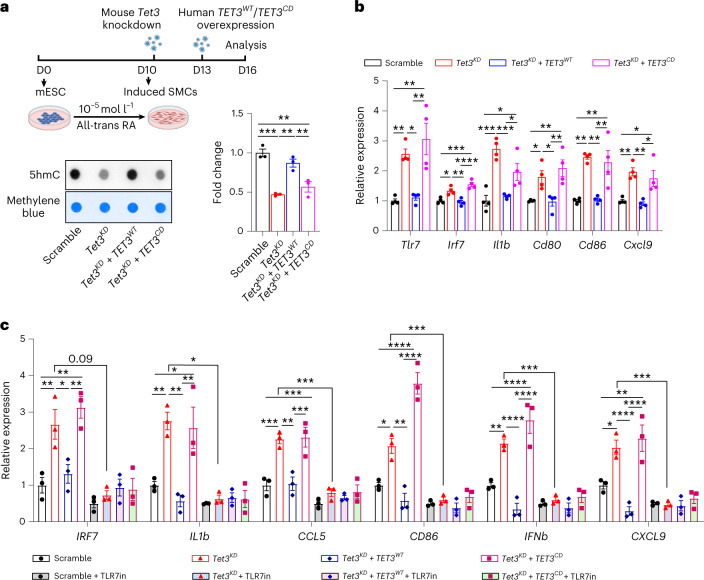
TET3 prevents TLR7-dependent inflammatory responses by formation of 5hmC. **a**, Dot blot analysis of 5hmC levels in mESC-SMCs after *Tet3* knockdown (*Tet3*^*KD*^) with or without expression of human *TET3*^*WT*^ or *TET3*^*CD*^ (*n* = 3 independent experiments). Quantification of 5hmC levels is shown on the right (*n* = 3; one-way ANOVA with Tukey’s post hoc test: **P < 0.01, ***P < 0.001). The experimental strategy for manipulation of mESC-SMCs is depicted in the upper panel. **b**, RT-qPCR analysis of *Tlr7*, *Irf7*, *Il1b* *Cd80*, *Cd86* and *Cxcl9* in mESC-SMCs after transduction of scramble, *Tet3*^*KD*^, *Tet3*^*KD*^ + *TET3*^*WT*^ and *Tet3*^*KD*^ + *TET3*^*CD*^ lentiviruses (*n* = 4 independent experiments; one-way ANOVA with Tukey’s post hoc test: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001). **c**, RT-qPCR analysis of HeLa cells transfected with RNA isolated from mESC-SMCs after transduction with scramble, *Tet3*^*KD*^, *Tet3*^*KD*^ + *TET3*^*WT*^ and *Tet3*^*KD*^ + *TET3*^*CD*^ lentiviruses with or without TLR7 inhibitor (TLR7in) E6446 (*n* = 3 independent experiments; one-way ANOVA with Tukey’s post hoc test: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001). Data in **a**–**c** are presented as mean values ± s.e.m. Source data

### Loss of *Tet3* causes airway inflammation

Characterization of the pathological responses in airways uncovered a switch from the contractile (spindle-shape with actin filament and dense bodies) to the synthetic (rhomboid-shape with rough endoplasmic reticulum state of SMCs, 2 months after *Tet3* inactivation (Fig. 7a and Extended Data Fig. 7a–c). In line with ultrastructural changes in SMCs, expression levels of miR-145a (a master regulator of SMC contractility^29^) and contractile markers such as α-SMA and MYH11 were decreased substantially in FACS-sorted *Tet3*^*smKO:T*^ and in vitro differentiated *Tet3*^*KD*^ SMCs (Fig. 7b,c and Extended Data Fig. 7d–f). In contrast, protein levels of synthetic marker genes such as TPM4 and VIM (vimentin) were elevated (Fig. 7b,c and Extended Data Fig. 7f). Moreover, we observed enhanced binding of Pol II pSer5 at intragenic CTSSs within contractile but not synthetic marker genes, resulting in elevated transcription of intermediate exons and impaired production of full-length mRNA transcripts of contractile, but not synthetic, genes (Fig. 7d–f). Expression of WT but not a catalytically inactive human TET3 prevented phenotypic changes induced by *Tet3* suppression in mESC-derived SMCs (mESC-SMCs), conclusively demonstrating that the phenotype switch of SMCs relies on the reduction of 5hmC (Fig. 7d–f).

**Fig. 7:**
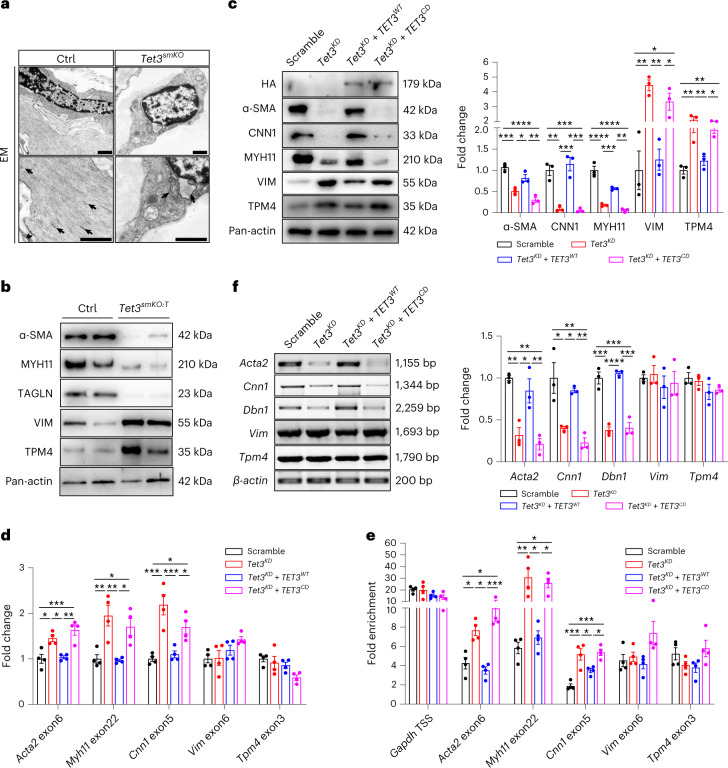
Reduction of 5hmC causes a phenotype switch of BSMCs. **a**, EM images of control and *Tet3*^*smKO*^ bronchial SMCs (*n* = 4). Arrows point to dense bodies (control) and rough endoplasmic reticulum (*Tet3*^*smKO*^). Scale bar, 1,000 nm. **b**, Western blot analysis of sorted lung SMCs. Pan-actin was used as loading control. **c**, Western blot analysis of mESC-SMCs after transduction with scramble, *Tet3*^*KD*^, *Tet3*^*KD*^ + *TET3*^*WT*^ and *Tet3*^*KD*^ + *TET3*^*CD*^ lentiviruses. Pan-actin was used as loading control. Quantification of protein levels is shown on the right (*n* = 3 independent experiments; one-way ANOVA with Tukeyʼs post hoc test: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001). **d**, RT-qPCR analysis of indicated genes in mESC-SMCs after transduction with scramble, *Tet3*^*KD*^, *Tet3*^*KD*^ + *TET3*^*WT*^, *Tet3*^*KD*^ + *TET3*^*CD*^ lentiviruses (*n* = 4 independent experiments; one-way ANOVA with Tukey’s post hoc test: *P < 0.05; **P < 0.01; ***P < 0.001). **e**, ChIP–qPCR to monitor Pol II pSer5 enrichment within gene bodies of indicated genes in mESC-SMCs after transduction with scramble, *Tet3*^*KD*^, *Tet3*^*KD*^ + *TET3*^*WT*^, *Tet3*^*KD*^ + *TET3*^*CD*^ lentiviruses with DRB treatment (*n* = 4 independent experiments; one-way ANOVA with Tukeyʼs post hoc test: *P < 0.05; **P < 0.01; ***P < 0.001). **f**, Semiquantitative RT-PCR analysis of *Acta2*, *Cnn1*, *Dbn1*, *Vim* and *Tpm4* full-length mRNA in mESC-SMCs after transduction with scramble, *Tet3*^*KD*^, *Tet3*^*KD*^ + *TET3*^*WT*^ and *Tet3*^*KD*^ + *TET3*^*CD*^ lentiviruses. *β-actin* was used for normalization. Quantification was performed by Image J and is shown on the right (*n* = 3 independent experiments; one-way ANOVA with Tukeyʼs post hoc test: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001). Data in **c**–**f** are presented as mean values ± s.e.m. Source data

The phenotype switch after *Tet3* inactivation did not enhance proliferation of SMCs as indicated by unchanged numbers of Ki67^+^ SMCs (Extended Data Fig. 7g). Instead, we detected more SA-β-Gal-positive cells in the bronchial smooth muscle layer and elevated expression of senescence marker genes, for example, *p16* (*Cdkn2a*) and *p21* (*Cdkn1a*) in *Tet3*-deficient SMCs (Extended Data Fig. 7h,i). Acquisition of a senescence-associated secretory phenotype (SASP) by SMCs might enhance paracrine effects on neighboring cells in the lung. In fact, we detected concomitant upregulation of interferon response-related genes in lung SMCs and epithelial but not in endothelial cells, although the switch from the contractile to synthetic state was also observed in VSMCs of the lung by electron microscopy (EM) (Extended Data Fig. 7b,c and Extended Data Fig. 8a,b). Consequences of putative paracrine effects of *Tet3*-null SMCs were further examined by culturing mouse epithelial lung cells (MLE12 cells) with conditioned medium from control and *Tet3*^*KD*^ SMCs. Conditioned medium from *Tet3*^*KD*^ SMCs increased expression of pro-inflammatory genes (*Il6*, *Il1b* and *Ifnb*) and EMT related genes (*Fn1*, *Cdh1*, *Vim*). Expression of WT but not of catalytically inactive human TET3 in *Tet3*^*KD*^ SMCs abolished this effect (Extended Data Fig. 8c). We conclude that bronchial SMCs are particularly susceptible to innate immune responses, eliciting adverse effects on neighboring epithelial cells, whereas vascular SMCs may require additional noxae to induce pathological vascular responses.

Furthermore, we noted a pronounced metaplasia of Club (CCSP^+^) but not ciliated cells (α-tubulin^+^) to mucus-producing goblet cells (Mucin5AC^+^, AGR2^+^ or PAS^+^) and excessive extracellular matrix deposition (Collagen I^+^) 2 months after SMC-specific *Tet3* inactivation (Fig. 8a and Extended Data Fig. 8d,f). Of note, *Tet3* inactivation did not lead to elevated expression of Mucin5AC in the intestinal epithelium, suggesting tissue-specific reactions (Extended Data Fig. 8g).

**Fig. 8:**
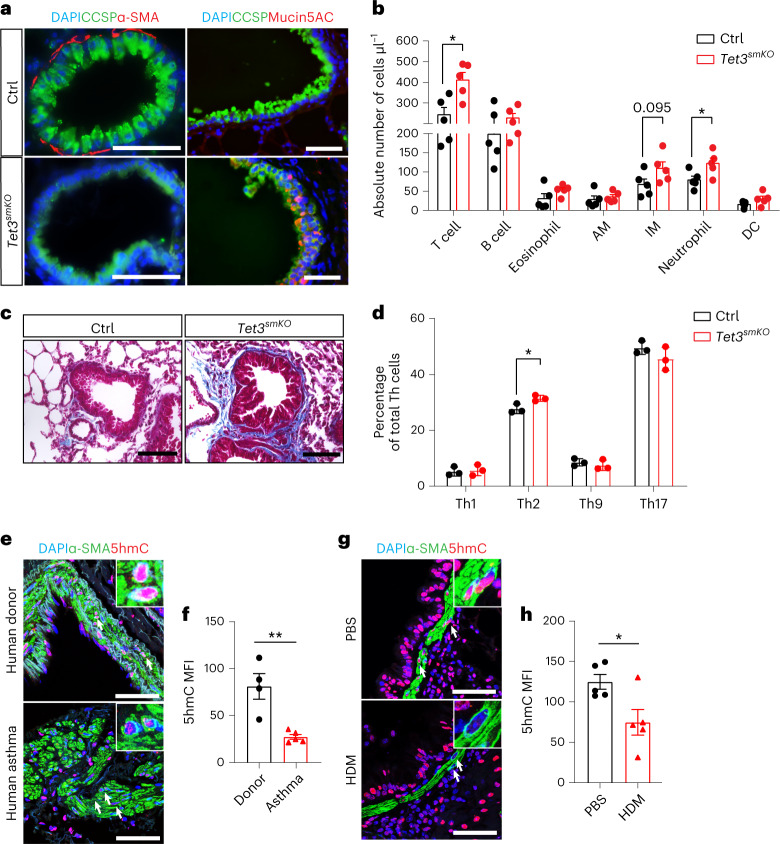
Inactivation of *Tet3* in SMCs causes an asthma-like pathology. **a**, Immunofluorescence analysis of CCSP and α-SMA (upper panel), and CCSP and Mucin5AC (lower panel) using paraffin sections prepared from control and *Tet3*^*smKO*^ lungs 8 weeks after tamoxifen injection (*n* = 3). Scale bar, 50 μm. DNA was stained by DAPI. **b**, FACS analysis of absolute numbers of different immune cells in whole lungs from control and *Tet3*^*smKO*^ mice 8 weeks after tamoxifen injection (*n* = 5 independent animals; two-tailed unpaired *t*-test: *P = 0.0113, *P = 0.0359). AM, alveolar macrophages; IM, interstitial macrophages. **c**, Trichrome staining of cryosections prepared from control and *Tet3*^*smKO*^ lungs, 6 months after tamoxifen injection (*n* = 5). Scale bar, 50 μm. **d**, FACS analysis of the percentage of different T helper cells (Th) within the CD3^+^ T cell fraction in the lung, 6 months after tamoxifen injection (*n* = 3 independent animals; two-tailed unpaired *t*-test: *P = 0.0298). **e**, Immunofluorescence staining for α-SMA and 5hmC on lung paraffin sections from donor (*n* = 4) and asthma patients (*n* = 5). Scale bar, 50 μm. DNA was stained by DAPI. Arrows indicate 5hmC-positive SMCs in control samples. Insets, enlarged images of 5hmC-stained SMCs from the respective panels. **f**, Quantification of MFI of 5hmC was performed by Image J (*n* = 4 independent samples; two-tailed unpaired *t*-test: **P = 0.004). **g**, Immunofluorescence staining for α-SMA and 5hmC on lung paraffin sections from PBS- and house dust mites (HDM) -treated mice (*n* = 5). Scale bar, 50 μm. DNA was stained by DAPI. Arrows indicate 5hmC-positive SMCs in control samples. Insets, enlarged images of 5hmC-stained SMCs from the respective panels. **h**, Quantification of MFI of 5hmC was performed by Image J (*n* = 5 independent animals; two-tailed unpaired *t*-test: *P = 0.0259). The enlarged images in **e** and **g** were scaled to 150 × 150 pixels. Data in **b**, **d**, **f** and **h** are presented as mean value ± s.e.m. Source data

FACS analysis and immunofluorescence staining revealed substantially increased numbers of neutrophils, CD3^+^ T cells and interstitial macrophages but not of B cells and eosinophils in whole lung tissues, 2 months after *Tet3* inactivation (Fig. 8b and Extended Data Fig. 8h). At 6 months after *Tet3* inactivation, the lung phenotype had progressed further. We found massive peribronchiolar fibrosis and lesions in *Tet3*^*smKO*^ lungs, composed primarily of proliferative CD45R^+^ B cells (Fig. 8c and Extended Data Fig. 8i,j). In addition, the number of eosinophils was increased, while the rise of CD3^+^ T cells was no longer significant, although a moderate but significant increase in the number of Th2 cells was detected (Fig. 8d and Extended Data Fig. 8k). In line with this finding, production of the Th2 cytokines interleukin 4 (IL4), interleukin 13 (IL13) and interleukin 17a (IL17a), inducing Club cell metaplasia and enhanced mucin secretion^30^, was strongly upregulated in the CD3^+^ T cell fraction (Extended Data Fig. 8l), indicating secondary immune responses mediated mainly by B cells, eosinophils and Th2 cells.

The phenotype of *Tet3*^*smKO:T*^ mice strongly resembles the clinical appearance of adult human asthma, in which innate immune responses cause phenotype switching of SMCs but also bears some similarities to COPD^16,17,31^. Notably, we detected a strong reduction of 5hmC levels within bronchial SMC layer in human samples from asthma patients and in two distinct mouse models, which rely either on the use of house dust mites or *Aspergillus fumigatus* to induce asthma (Fig. 8e–h and Extended Data Fig. 9a–d). In contrast, we did not detect a decline of 5hmC in the bronchial SMC of human COPD and cystic fibrosis patients and in mouse lung after exposure to hypoxia for 28 days (10% O_2_) (Extended Data Fig. 9e–h).

## Discussion

Previous studies unveiled that DNMT3B-dependent 5mC formation is critical to prevent inappropriate transcription at gene bodies^3,32^. Here, we propose that TET3-mediated 5hmC formation stabilizes interactions of SETD2 with the Pol II-containing elongation machinery, thereby facilitating H3K36me3 chromatin modifications, which, after passage of Pol II, prevents its re-entry (Extended Data Fig. 10a). Such a model is fully compatible with an essential role of DNMT3B but indicates that 5hmC is indispensable not only for allowing transcriptional elongation but also for preventing aberrant transcription initiation within gene bodies.

CAGE–seq data analysis revealed that spurious transcription initiation sites in *Tet3*-deficient SMC are enriched at CpG dinucleotides. This observation suggests that TET3-mediated oxidation of 5mC occurs primarily at heavily methylated cryptic intragenic TSSs or transposon elements to prevent aberrant transcriptional initiation. Since high density of CpG methylation (at least 90%) slows down elongation rates^1^, TET3, which interacts with Pol II, will have more time to demethylate genomic loci with high 5mC density. Although the role of 5hmC after formation of H3K36me3 within the intragenic cryptic TSSs is still enigmatic, it is possible that 5hmC not only enhances recruitment of SETD2 but also serves as an intermediate towards DNA demethylation to support the elongating Pol II complex for overcoming obstacles imposed by DNA methylation. We also demonstrate that reduced 5hmC formation is associated with reduced H3K36me3 deposition in spuriously transcribed genes after *Tet3* inactivation. In contrast, the 5mC content of such genes did not change, further supporting the decisive function of 5hmC and H3K36me3 to prevent spurious transcription by favoring closed chromatin structures in gene bodies of SMCs^4,33^.

In addition to TET3, SMCs also express TET2 but not TET1. A recent study reported that TET2 acts as a master regulator of SMC plasticity by increasing chromatin accessibility at promoters of key procontractile genes^18^. Notably, we found that TET2 depletion neither attenuates 5hmC levels nor causes lung abnormalities in vivo, suggesting that TET3 compensates for the absence of TET2 in several differentiated tissues in vivo, at least under baseline conditions. This observation is consistent with upregulation of TET3 in various differentiated organs of *Tet1* and *Tet2* double knockout mice^10^. Concomitant inactivation of *Tet2* and *Tet3* in SMCs further reduced 5hmC in pulmonary VSMCs but not in BSMCs, although the gross morphology of vessels was unaffected in *Tet2*/*Tet3* compound mutants. We assume that the function of *Tet2* and *Tet3* to generate 5hmC partially overlaps in VSMCs. The question remains why BSMCs are more vulnerable to the loss of 5hmC than VSMCs, which might be due to a lower rate of spurious transcription in VSMCs compared with BSMCs or a lower threshold of BSMCs to activate innate immune responses. We assume that the switch from a contractile to a synthetic phenotype in *Tet3*-deficient pulmonary VSMCs is the consequence of massive lung inflammation caused by *Tet3*-deficient BSMCs, since *Tet3* mutant VSMCs in the aorta do not show a reduction in the expression of contractile genes. Alternatively, a differential responsiveness of neighboring cells to activate innate immune responses may contribute, which is supported by the upregulation of interferon response-related genes in epithelial but not in endothelial cells via conditioned medium from *Tet3* mutant SMCs.

Our study unveils the biological consequences of inappropriate cryptic transcription in mammals, which has not previously been adequately addressed^5,6^. We discovered that accretion of aberrant intragenic transcripts in *Tet3*-deficient SMCs activates the TLR7 nucleic-acid-sensing system, subsequently provoking immune responses and lung pathogenesis (Extended Data Fig. 10b). Generation of spurious transcript might interfere with proper modification of self-RNAs, such as 2′-O-methylation, pseudouridine (Ψ), 5-methylcytidine (m5C), 2-thio-uridine (s2U) or N6-methyladenosine (m6A)^34^, or provoke removal of such modifications, thus misleading cells to recognize them as foreign. Spurious transcripts might also resemble ssRNA degradation products or become processed into products recognized by TLR7/8. Currently, we do not know which specific properties of spurious transcripts enable activation of the endosomal TLR7/8 signaling pathway, but it is evident that such products are stable enough to elicit an innate immune response after transfection into other cells.

Our study highlights the central role of SMCs in lung disease, demonstrating that alterations of contractility and initiation of innate immune responses in SMCs are sufficient to stage a massive inflammatory reaction, which compromises airway function and results in an asthma-like phenotype. The observation of reduced 5hmC formation in bronchial SMCs in asthma patients and in two different mouse asthma models is intriguing. The discovery that loss of *Tet3* causes an asthma-like phenotype strongly suggests that the reduction of 5hmC in airways of human asthma patients is not an epiphenomenon but is causally involved in the pathogenesis of asthma. We speculate that modulation of TET3 activity and/or 5hmC formation might be a viable approach to interfere with chronic innate immune responses, initiated or maintained by inappropriate cryptic transcription.

## Methods

### Study approval

Approval to use human samples from the BioMaterialBank Nord for research was granted by the Ethics Committee of the University of Lübeck (Az 12-220 and 14-225). Tissue donations from the DZL Biobank (Deutsches Zentrum für Lungenforschung) was approved by the Ethics Committee of the Department of Human Medicine of Justus Liebig University Hospital, in accordance with national law and with the ‘Good Clinical Practice/International Conference on Harmonization’ guidelines. Written informed consent was obtained from each patient or the patient’s next of kin (Az. 58/15 and 111/08). All animal experiments were done in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 1996) and were approved by the responsible Committee for Animal Rights Protection of the State of Hessen (Regierungspraesidium Darmstadt) with the project numbers B2/1125, B2/1137 and B2/1056.

### Animals

*Tet3*^*floxLacZ/+*^ and *Tet3*^*fl/fl*^ mice were generated in house by using a targeting vector purchased from the European Conditional Mouse Mutagenesis Program (EUCOMM). *α-SMA*^*ERT2Cre2*^ transgenic mice were provided by P. Chambon (IGCMB Strasbourg). *ROSA26*^*tdTomato*^ mice were obtained from The Jackson Laboratory. C57BL/6 mice were obtained from Charles River. All mice were maintained in individually ventilated cages, at 22.5 °C ±1 °C and a relative humidity of 50% ±5% with controlled illumination (12 h dark/light cycle). Mice were given access to food and water ad libitum. All mouse strains were backcrossed and maintained on a C57BL/6 genetic background. Primers used for genotyping are listed in (Supplementary Table 1). All experiments were performed using approximately equal numbers of male and female mice, since preliminary data did not indicate significant differences between females and males in respect to changes in airway morphology. Tamoxifen (Sigma) was administered intraperitoneally at 75 mg kg^–1^ body weight daily for 10 days starting from 8 weeks old. In all experiments, mice without the respective floxed allele but containing the Cre-recombinase expressing allele and/or the tdTomato reporter served as controls, unless indicated otherwise.

### Isolation of SMCs and epithelial and endothelial cells

After sacrificing experimental mice, blood was removed by perfusion with cold PBS through the right ventricle before lung dissection. Lung tissues were dissected and minced into small pieces before incubation in 3 ml digestion buffer (DPBS containing Collagenase type 2 (2 mg ml^–1^, Worthington), Elastase (0.04 mg ml^–1^, Worthington) and DNase (5U ml^–1^, Roche) with frequent agitation at 37 °C for 10 min. Immediately afterwards, ten times the volume of cold DMEM supplemented with 10% fetal bovine serum (FBS) was added to single-cell suspensions. Cells were dissociated mechanically by passing four to five times through a 30 ml syringe and consecutive filtering through 100-, 70- and 40-µm cell strainers (BD Biosciences). The filtrate was centrifuged at 300 *g* at room temperature (RT) for 10 min. Pellets were resuspended in 1 ml precooled MACS buffer (catalog no. A9576, Miltenyi Biotec) with 1% BSA. After 5 min centrifugation at 300 *g*, 4 °C, cell pellets were resuspended in 90 µl MACS buffer and incubated with 10 µl CD45 MicroBeads (catalog no. 130-052-301) and anti-Ter-119 MicroBeads (catalog no. 130-049-901) at 4 °C for 15 min to remove hematopoietic cells. After washing with MACS buffer, cells were loaded into preconditioned LS columns (Miltenyi Biotec) on a MACS separator and the flow-through containing unlabeled cells was collected. 4,6-Diamidino-2-phenylindole (DAPI)^–^ and tdTomato^+^ populations were sorted using a FACSAria III (BD Biosciences). (Extended Data Fig. 1m and Supplementary Figs. 1 and 2). Epithelial and endothelial cells were isolated using anti-EpCAM MicroBeads (catalog no. 130-105-958) and anti-CD31 Microbeads (catalog no. 130-097-418), respectively.

### In vitro differentiation of mouse embryonic stem cell-derived SMCs

The method for differentiation of SMC from mouse embryonic stem (ES) cells was based on a published protocol^35^. Briefly, resuspended single mouse ES cells were plated on plates coated with gelatin at a density of 4 × 10^4^ cm^–2^ at 37 °C, 5% CO_2_ in differentiation medium (DMEM (Sigma) supplemented with 10% fetal calf serum FCS (Sigma), 1 mM l-glutamine, 0.1 mM l^–1^ 2-mercaptoethanol, 0.1 mM l^–1^ nonessential amino acids, 100 U penicillin and 10^–5^ mol l^–1^ all-trans RA (Sigma)). Cells were cultured for 8–10 days with a daily change of fresh RA-containing differentiation medium.

### Lentivirus infection

HEK293T cells (2 × 10^6^ per 10 cm dish) were transfected with either 5 µg pLKO.1-*Tet3*-shRNA (shRNA sequence: sh1, 5′-CTGTTAGGCAGATTGTTCT; and sh2, 5′-TCCAACGAGAAGCTATTT), which does not target human *Tet3*, pLJM1-*TET3*^*WT*^ or pLJM1-*TET3*^*CD*^ (mutation at H1077Y and D1079A), together with 4.5 µg psPAX2 (Addgene, catalog no. 12260), and 0.5 µg pMD2.G (Addgene, catalog no. 12259) using the Turbofect transfection reagent and Opti-MEM for 6–8 h. The lentivirus-containing supernatant was collected at 48 and 72 h after transfection, pooled and filtered through a 0.45 µM cell strainer to remove HEK293T cells. Lentiviruses were concentrated with a Lenti-X concentrator according to the manufacturer’s instructions (TaKaRa, catalog no. 631231). Differentiated SMCs were infected with the *Tet3* shRNA lentivirus with Polybrene (8 μg ml^–1^) for 6–8 h, followed by infection with either *TET3*^*WT*^ and *TET3*^*CD*^ lentiviruses 3 days later.

### Human asthma, donor, COPD and cystic fibrosis samples and mouse asthma and chronic hypoxia samples

Human asthma samples were received from the BioMaterialBank Nord, Clinical and Experimental Pathology Medicine, Research Center Borstel. Human donor samples, human COPD samples and human cystic fibrosis samples were provided by the DZL Biobank were obtained during lung transplantation of human COPD and cystic fibrosis patients^36^. Donor lung material was obtained as a result of atypical resections undertaken to adjust the donor organ to the recipient’s thoracal cavity. Clinical characteristics of patients and donors are provided in Supplementary Table 2. Experimental asthma in mice was induced by intranasal (IN) application of house dust mite (HDM) allergen whole-body extracts (Greer Laboratories) derived from the common HDM species *Dermatophagoides pteronyssinus* (*Der p*) and *Dermatophagoides farinae* (*Der f*)^37,38^. In the second model, experimental asthma was induced by either intraperitoneal (IP) or subcutaneous (SC) injection of *A. fumigatus* (ASP) followed by IN challenges with ASP^39^. Control animals were treated with PBS. For chronic hypoxia experiments, mice were kept under normobaric hypoxia (10% O_2_) or normobaric normoxia (21% O_2_) in a ventilated chamber (Biospherix) for 28 days. All animal studies were reviewed and approved by the Federal Authorities for Animal Research of Regierungspräsidium Giessen, Hessen, Germany (animal protocols G61/2019 and G27/2020, Gi 09/2017 for the hypoxia mouse model) and were carried out according to the guidelines of the German Animal Welfare Act.

### Gene expression analysis

Total RNA was extracted using TRIzol reagent (Invitrogen), following the manufacturer’s instructions. RNA was reverse-transcribed with Superscript II (Invitrogen) following standard procedures. Real-time PCR was performed with two technical replicates using the StepOne Real-time PCR system and KAPA SYBR FAST qPCR Master Mix (KAPA Biosystems). Relative quantitation of gene expression was performed using the ∆∆CT method. Ct values of the target genes were normalized to the β-actin gene using the equation ΔCt = Ct_reference_ – Ct_target_ and expressed as ΔCt. Relative mRNA expressions are shown with the average from control samples set as 1. Primers and PCR conditions are listed in Supplementary Table 1.

### Immunohistochemistry, immunofluorescence and histological analysis

After perfusion with PBS, tissues were dissected and immediately fixed in 4% paraformaldehyde (PFA). For paraffin sections, samples were dehydrated following standard protocols and sectioned at 7 µm after paraffin embedding for immunofluorescence, hematoxylin/eosin (H&E) and trichrome staining using established techniques. For cryosections, fixed tissues were equilibrated in 30% sucrose/PBS at 4 °C overnight and frozen on dry ice. Sections (7 µm) were mounted on SuperFrost slides for immunofluorescence or periodic acid-Schiff (PAS) staining using a kit from Sigma. Immunofluorescence images were acquired with a Leica M205 FA and a ZEISS Imager Z1. Acquisition of immunohistochemistry and histological images was performed with a ZEISS Axioplan2. 5hmC signals were determined by quantifying the average mean fluorescence intensity (MFI) per nucleus of 100 randomly selected α-SMA^+^ cells in lung tissue section of individual mouse and human subjects using Image J. *N* numbers refer to the number of individual mouse and human subjects. Antibodies for immunofluorescence staining are listed in Supplementary Table 3.

### Western blot and dot blot assays

Sorted SMCs were incubated in lysis buffer (20 mM Tris-HCl, pH 8.0, 200 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% Triton X-100) and resolved by SDS–PAGE before transfer to nitrocellulose filters. Dot blot assays were performed with 100 ng genomic DNA using a Bio-Dot Microfiltration apparatus (catalog nos. 170-6545 and 170-6547). Protein expression was visualized using an enhanced chemiluminescence detection system (GE Healthcare) and quantified using the ChemiDoc gel documentation system (Bio-Rad). Antibodies are listed in Supplementary Table 3.

### Electron microscopy

Lungs were isolated and fixed in 1.5% glutaraldehyde (v/v), 1.5% PFA (v/w) in 0.15 M HEPES (v/w), pH 8.0 at 4 °C for at least 24 h, and subsequently incubated with 1% osmium tetroxide for 2 h. Samples were stained en bloc with 50% saturated uranyl acetate, followed by sequential ethanol dehydration (30%, 50%, 75%, 95%), and embedded in Agar 100. Ultrathin sections were cut using an ultramicrotome and image acquisition was performed with a Philips CM10 electron microscope. All images were captured with a slow-scan 2K CCD camera.

### FACS analysis

Single-cell suspensions from lung were analyzed with different antibody panels: T cells were defined as CD3^+^; B cells were defined as B220^+^; eosinophils were defined as Siglec-F^+^CD11c^–^); alveolar macrophages (AMs) were defined as Siglec-F^+^ CD11c^+^ CD11B^−^F4/80^+^; interstitial macrophages (IMs) were defined as Siglec-F^–^ CD11c^−^CD11b^+^ F4/80^+^; neutrophils were defined as Siglec-F^–^ CD11c^−^CD11b^+^ Ly6G^+^; dendritic cells were defined as Siglec-F^–^ CD11c^hi^ MHCII^hi^^40^. T helper type 1 (Th1) cells were defined as CD4^+^ CD183^+^; Th2 cells were defined as CD4^+^ CD194^+^ CD196^−^; Th9 cells were defined as CD4^+^ CD194^−^ CD196^+^; Th17 cells were defined as CD4^+^ CD194^+^ CD196^+^. CountBright Absolute Counting Beads (Thermo Fisher) was used to calculate absolute numbers of cells in the sample. Fluorescence compensation controls and fluorescence-minus-one (FMO) stain sets were used to identify cells within multicolor-stained samples. Flow cytometry was performed with the LSR Fortessa (BD Biosciences) analyzer. Data acquisition and analysis was done using BD FACS Diva v.8 software (Supplementary Fig. 2).

### RNA-seq

RNA was isolated from sorted SMC using the miRNeasy micro Kit (Qiagen) combined with on-column DNase digestion (DNase-Free DNase Set, Qiagen) to avoid contamination by genomic DNA. RNA and library preparation integrity were verified with BioAnalyzer 2100 (Agilent) or LabChip Gx Touch 24 (Perkin Elmer). Total RNA (50 ng) was used as input for ribosomal depletion with RiboGone-Mammalian (Clontech) followed by library preparation using SMARTer Stranded Total RNA Sample Prep Kit (Clontech). Sequencing was performed on the NextSeq500 instrument (Illumina) using v.2 chemistry, resulting in average of 44 M reads per library with 1 × 75bp single-end setup. Raw reads were assessed for quality, adapter content and duplication rates with FastQC v.0.11.8 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Trimmomatic v.≥0.36 was employed to trim reads after a quality drop below a mean of Q15 in a window of five nucleotides^41^. Only reads of at least 15 nucleotides were cleared for subsequent analyses. Trimmed and filtered reads were aligned versus mouse genome v.mm10 (GRCm38.p5) using STAR ≥2.5.4b with the parameters ‘–outFilterMismatchNoverLmax 0.1–alignIntronMax 200000^42^. The number of reads aligning to genes was counted with featureCounts ≥1.6.0 from the Subread package^43^. Only reads mapping at least partially inside exons were admitted and aggregated per gene. Reads overlapping multiple genes or aligning to multiple regions were excluded. Differentially expressed genes were identified using DESeq2 v. ≥1.14.0 (ref. ^44^). The annotation was enriched with UniProt data (release March 24, 2017) based on Ensembl gene identifiers (Activities at the Universal Protein Resource (UniProt)).

### Cell culture, plasmid transfection and Co-IP

HEK293, HEK293T and HeLa cells were grown in DMEM (Sigma) supplemented with 10% FCS (Sigma), 2 mM l-glutamine, 100 U penicillin and 100 µg ml^–1^ ptreptomycin at 37 °C, 5% CO_2_. HEK293T cells (2 × 10^6^ per 10 cm dish) were transfected with 8 µg Flag-HA-*TET3*-pEF (catalog no. 49446, Addgene) using calcium phosphate precipitation method. At 48 h after transfection, HEK293T cells were collected and washed twice with ice-cold PBS. Cells were resuspended in 300 µl lysis buffer (20 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% Triton X-100) and sonicated with a bioruptor for 15 min. Lysates were supplemented with 500 μl lysis buffer and incubated on a rotating wheel at 4 °C for 30 min. Cell debris was removed by centrifugation at 12,000*g* for 20 min at 4 °C. Protein lysate (800 µg) protein lysate was incubated with HA or SETD2 antibody overnight at 4 °C followed by incubation with Protein A-agarose beads (Roche) antibodies at 4 °C for 4 h. After washing three times with lysis buffer, precipitated proteins were eluted from beads in 2× SDS loading buffer and analyzed by western blot.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) was performed following published protocols^45^. Briefly, FACS-purified SMCs (300,000) were first cross-linked with 1% formaldehyde for 10 min and then quenched using the truChIP Chromatin Shearing Kit (COVARIS) for 10 min at RT. Chromatin was sheared to an average size of 200–500 bp by sonication (Diagnode Biorupter). Protein–DNA complexes were immunoprecipitated with IgG or antibodies listed in (Supplementary Table 3), followed by incubation with Protein A/G magnetic beads (Dynabeads, Invitrogen). For ChIP–qPCR, beads were washed and protein–DNA complexes were eluted and purified using 10% (w/v) chelex-100 (Bio-Rad Laboratories) in Tris-EDTA^46^. Immunoprecipitated chromatin was analyzed by qPCR using SYBR Green quantitative real-time analysis with primers listed in Supplementary Table 1. For Pol II pSer5 ChIP–seq, 3 × 10^6^ FACS-purified SMCs were treated with DRB (100 µmol) at 4 °C for 1 h. Sheared genomic DNA (50 µg) was subjected to immunoprecipitation with 4 µg Pol II Ser5 antibody according to established protocols. Protein–DNA complexes were eluted from beads by incubation with 50 µl elution buffer (10 mM Tris-HCl pH 7.4, 5 mM EDTA, 300 mM NaCl, 0.5% SDS) at RT for 5 min and treated with 1 µg DNase-free RNase (Roche) at 37 °C for 30 min. After incubation with 25 µg proteinase K (10 mg ml^–1^), 1 µg glycogen at 37 °C for 2 h, samples were heated at 65 °C with constant shaking at 1,350 rpm overnight. DNA was purified with a PCR purification Kit (MinElute PCR Purification Kit).

### hMeDIP–qPCR

Genomic DNA (1 µg) was extracted from control and *Tet3*^*smKO:T*^ SMCs by using the AllPrep DAN/RNA Micro Kit (Qiagen). hMeDIP was done following instructions provided with the hMeDIP kit (Diagenode). IgG antibodies were employed as a control. Input and hMeDIP products were used as templates for quantitative real-time PCR. Relative 5hmC enrichment was calculated as follows: %recovery (specific locus) =2^[(Ct(10%input) – 3.32) – Ct(hmeDNA-IP)] × 100%; enrichment = %recovery (specific locus)/%recovery (IgG). Primers are listed in Supplementary Table 1.

### ChIP–seq and data analysis

Purified ChIP DNA (0.5–10 ng) was used for TruSeq ChIP Library Preparation Kit (Illumina) with modifications. Briefly, libraries were size selected by SPRI-bead based approach after final PCR with 18 cycles: samples were first cleaned at a 1× bead:DNA ratio, followed by two-sided-bead cleanup step with a 0.6× bead:DNA ratio. Supernatant was transferred to a new tube and incubated with additional beads at a 0.2× bead:DNA ratio. Bound DNA samples were washed with 80% ethanol, dried and resuspended in Tris-EDTA buffer. Sequencing was performed on the NextSeq500 instrument (Illumina) using v.2 chemistry with 1× 75 bp single-end setup. Quality assessment was performed via FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and reads where trimmed using Reaper^47^. Reads were further deduplicated using Picard v.2.17.10. The Macs2 peak caller v.2.1.0 was employed to accommodate for the range of peak widths as typically expected^48^. The minimum *Q* value was set to –1.5 and false discovery rate (FDR) was changed to 0.001. Peaks overlapping ENCODE blacklisted regions (known misassemblies, satellite repeats) were excluded. To determine thresholds for significant peaks per IP, data were inspected manually in Integrated Genome Viewer (IGV) v.2.3.52 (ref. ^49^). For comparison of peaks in different samples, significant peaks were overlapped and unified to represent identical regions and recounted. Background-correction was performed to correct read counts from different regions (unified peaks, promoters, genes). Treatment and Input samples were normalized for sequencing depth, before subtracting reads of the input sample from reads of the respective treatment sample in windows of 50 nt length^50^. All windows with negative values (Input > Treatment) were set to zero^51^. Background-corrected counts for regions were calculated using BigWigAverageOverBed (UCSC Tools) and normalized with DESeq2 v.≥1.14.0 (ref. ^52^). Peaks were annotated with the promoter (TSS ±5,000 nt) of genes closely located to the center of the peak based on reference data from GENCODE v.25. To permit comparative display of samples in IGV, raw BAM files were scaled with DESeq2 size factors based on all unified peaks using bedtools genomecov resulting in normalized BigWig files^53^. Finally, DESeq2 was used to identify significantly differentially modified peaks based on background-corrected read counts from recounted unified peak regions.

### Nano-5hmC-seal (Nano-seal)

Genomic DNA was isolated following standard protocols and suspended in nuclease-free water. The Illumina sequencing library was generated from 75 ng genomic DNA using the NxSeq UltraLow DNA Library Kit (Lucigen) following the manufacturer’s instruction, but without PCR amplification. Glucosylation of half of the purified DNA library was performed in a 21 µl reaction containing 1× Thermo Epi Buffer, 100 µM N3-UDP-Glc and 2 µl T4 beta-glucosyltransferase (Thermo Fisher) at 37 °C for 1 h. After glucosylation, 2.1 µl Biotin-PEG4-DBCO (Click Chemistry Tools, 20 mM stock) was added directly to the reaction mixture and incubated at 37 °C for 2 h. Biotinylated DNA was purified by paramagnetic DNA binding beads (1.8× volume; Omega Bio-Tek) following standard procedures. Purified DNA was incubated with 5 µl C1 Streptavidin beads (Life Technologies) in B&W buffer (B&W buffer: 5 mM Tris pH 7.5, 0.5 mM EDTA and 1 M NaCl) for 40 min at RT with rotation, according to the manufacturer’s instructions. Beads were subsequently subjected to six 5-min washes with B&W buffer before elution in 40 µl water. Eluted enriched DNA libraries were PCR-amplified with index primers and sequenced on an Illumina NextSeq 2000. Trimmomatic v.0.39 was employed to trim reads below a mean of Q15 in a window of five nucleotides^41^. Only reads longer than 15 nucleotides were used for further analyses. Trimmed and filtered reads were aligned to the mouse genome v.mm10 (ensemble release 101) using STAR v.2.7.10a with the parameters ‘–outFilterMismatchNoverLmax 0.2–outFilterMatchNmin 20–alignIntronMax 1–outFilterMultimapNmax 1’ (ref. ^42^), retaining only unique alignments and excluding reads of uncertain origin. Reads were further deduplicated using Picard v.2.18.16 (Picard: A set of tools (in Java) for working with next generation sequencing data in the BAM format) to mitigate PCR artefacts leading to multiple copies of the same original fragment. Reads aligning to the mitochondrial chromosome were removed.

### CAGE–seq

Total RNA was isolated using the miRNeasy micro Kit (Qiagen) combined with on-column DNase digestion (DNase-Free DNase Set, Qiagen) to avoid contamination of genomic DNA. CAGE library preparation, sequencing, mapping and motif discovery analysis were performed by DNAFORM (Life Science Research Center, Japan). In brief, RNA quality was assessed by Bioanalyzer (Agilent) to ensure a RIN (RNA integrity number) greater than 7.0, and A260/280 and 260/230 ratios greater than 1.7. First-strand cDNA was transcribed to the 5′ end of capped RNAs, attached to CAGE ‘bar code’ tags. Sequenced CAGE tags were mapped to the mouse mm10 genome using BWA software (v.0.5.9) and HISAT2 after discarding ribosomal or non-A/C/G/T base-containing RNAs. Mapped CAGE tags with mapping quality higher than ten were retained, separated by the strand and trimmed to the length of one nucleotide at the 5′ end as CAGE tag start sites (CTSSs)^54^. CTSS numbers at gene bodies were calculated by excluding exon 1 and by normalizing to total tags. To identify strand-specific TSS, only sense CTSS were used. Genes with 1.3-fold higher intragenic CTSS signal in *Tet3*-deficient cells compared to controls were selected. Average CTSS coverage at single-base nucleotide was around eight in control samples, based on which single nucleotide sites with CTSS less than eight were defined as low-expressed. For visualization, only CTSS with tag greater than eight were employed. Regions 50 bp upstream or downstream of TSSs specific to TET3 KO were used for motif enrichment analysis by HOMER^55^.

### Laser capture microdissection and DNA-microarray analysis

Cyrosections (7–10 µm) mounted on glass microscope slides were successively immersed into the 70% ethanol fixative solution (10 s); dH_2_O (10 s); Mayer’s hematoxylin (45 s); ddH_2_O (10 s); tap water 10 s; 70% ethanol (10 s); 95% ethanol (10 s); 95 % ethanol (10 s); 100% ethanol (60 s); 100% ethanol (60 s). Slides were air-dried before bronchi/bronchioles and vasculature were microdissected using the Laser Microbeam System (P.A.L.M.), and collected into a tube containing 200 µl RNA lysis buffer for RNA extraction using Rneasy Micro Kit (QIAGEN). RNA (0.8 ng) was used for DNA-microarray analysis using the GeneChip WT Pico Reagent Kit (P/N 703262 Rev.1); the GeneChip WT Pico Kit, P/N: 902622; the GeneChip Hybridization, Wash and Stain Kit P/N 900720 and the Mouse transcriptome array 1.0 ST (ClariomD, Ref: 520851) according to the Affymetrix protocol User Guide. DNA-microarray data were analyzed based on published protocols^56^.

### RNA transfection

RNA from 1 million freshly sorted SMCs was extracted using the TRIzol reagent (Invitrogen). HeLa or HEK293 cells at 70% confluence were mock-transfected or transfected with 1 µg total RNA using Lipofectamin MessengerMAX (LipoMAX) (Thermo Fisher) according to the manufacturer’s instructions. At 18 h after transfection, cells were collected and RNA was extracted for gene expression analysis.

### Proximity ligation assay

Cryosections of lung tissues or FACS-sorted SMCs after 6 days cultivation with SmBM Smooth Muscle Cell Growth Basal Medium (LONZA) in 6-well plates (around 200,000 SMCs per well) were fixed with 4% PFA for 10 min, permeabilized with 0.3% Triton-100X in PBS for 15 min and washed twice with PBS. PLAs were performed following the Duolink PLA Fluorescence Protocol (Merck) and antibodies listed in Supplementary Table 3. Tissue sections and cells were mounted using Duolink In situ Mounting Media with DAPI (Sigma). Image acquisition were performed by confocal confocal microscopy using a Leica SP8.

### Statistical analysis

For all quantitative analyses, a minimum of two biological replicates were analyzed. For the usage of statistical tests, it was assumed that sample data are derived from a population following a probability distribution based on a fixed set of parameters; *t*-tests were used to determine the statistical significance of differences between two groups. For multiple comparisons, one-way analysis of variance (ANOVA) with Tukey’s post hoc test for correction of multiple testing was performed. The following values were considered to be statistically significant: *P < 0.05; **P < 0.01; P*** < 0.001; P**** < 0.0001; NS, not significant. Calculations were done using the GraphPad Prism 9 software and R v.4.1.0. Data are represented as mean ± s.e.m. unless indicated otherwise. The boxplot displays the median with 25% (bottom value) and 75% quantiles (top value) unless indicated otherwise. No statistical method was used to predetermine sample size.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41588-022-01252-3.

## Supplementary information

Supplementary Information Supplementary Figs. 1–2. Contains information about FACS gating protocols.

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Tables 1–3. Contains information about primers, human samples and antibodies used in the study.

## Data Availability

Data have been deposited in public databases. RNA-seq data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166816, Pol II pSer5 ChIP–seq data at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166815, CAGE–seq data at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168206, Nano-seal data at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202201 and H3K36me3 ChIP–seq data at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201924. Microarray data were deposited at www.ebi.ac.uk/arrayexpress/ under the accession number E-MTAB-10144. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Numerical source data and statistics.
Source Data Fig. 1 Unprocessed blots or gels.
Source Data Fig. 2 Numerical source data and statistics.
Source Data Fig. 3 Numerical source data and statistics.
Source Data Fig. 3 Unprocessed blots or gels.
Source Data Fig. 4 Numerical source data and statistics.
Source Data Fig. 5 Numerical source data and statistics.
Source Data Fig. 6 Numerical source data and statistics.
Source Data Fig. 7 Numerical source data and statistics.
Source Data Fig. 7 Unprocessed blots or gels.
Source Data Fig. 8 Numerical source data and statistics.
Extended Data Fig. 1 Numerical source data and statistics.
Extended Data Fig. 1 Unprocessed blots or gels.
Extended Data Fig. 2 Numerical source data and statistics.
Extended Data Fig. 2 Unprocessed blots or gels.
Extended Data Fig. 3 Numerical source data and statistics.
Extended Data Fig. 3 Unprocessed blots or gels.
Extended Data Fig. 4 Numerical source data and statistics.
Extended Data Fig. 4 Unprocessed blots or gels.
Extended Data Fig. 5 Numerical source data and statistics.
Extended Data Fig. 6 Numerical source data and statistics.
Extended Data Fig. 6 Unprocessed blots or gels.
Extended Data Fig. 7 Numerical source data and statistics.
Extended Data Fig. 8 Numerical source data and statistics.
Extended Data Fig. 9 Numerical source data and statistics.

How the deposited data were processed for this re-analysis (not part of the article)

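The data analysed here are the Pol II pSer5 ChIP–seq data of FACS-sorted lung SMCs after DRB treatment, with 2 immunoprecipitated libraries of Ctrl and 2 of Tet3smKO:T mice. Conditions and replicate numbers were taken from the sample titles, and the 4 value columns were matched to the immunoprecipitated libraries by genotype and replicate number. The 4 input samples have no values in the table and were not analysed here. No column of per-sample values was left unused (0 columns).

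The authors trimmed, deduplicated and aligned single-end reads, called peaks with MACS2, excluded blacklisted regions, set thresholds per library by eye, unified the peaks and recounted them. According to the methods, the authors subtracted depth-normalized input and normalized the counts with DESeq2. The deposited value per peak and library is therefore a score, a normalized read number that the authors rounded to whole numbers, and not a raw count. The paper's text does not name the aligner for this experiment. The deposited table also gives the mean of each genotype as a score that the authors rounded down, the distance of the peak centre to the TSS, and the fraction of the peak that overlaps the gene body, which the authors computed from their gene annotation and rounded to a single decimal. Coordinates in the table were read as GRCm38, the build the paper names for its RNA-seq data.

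The design fixed before the data were examined had assumed either raw counts or normalized values. Since the values were normalized, the test was limma (version 3.58.1 in R 4.3.3; lmFit and eBayes with a trend) on log2(value + 1) over all 1761 peaks, with Benjamini–Hochberg adjustment and a threshold of 0.05. A fold change on this scale understates the change of low peaks. Promoter peaks were those with a centre within 5000 nt of the TSS of the assigned gene, and gene-body peaks the other assigned peaks. Gene-level changes were the log2 ratio of the genotype means of summed peak values with a pseudocount of 1. Relations across genes used Spearman's coefficient with 100000 permutations (all permutations for under 10 genes), and 6 relations formed the family for adjustment. The design formed the quartiles from the peaks of a gene outside its promoter, or from all its peaks if only promoter peaks were annotated. Since gene-body peaks were annotated, genes with gene-body peaks were used, and the use of all genes with a peak was added after the data were seen. Gene lists were compared with 10000 random lists matched on deciles of mean signal. Shares of the summed values were compared by an exact permutation test, which cannot reach 0.05 with 2 libraries per genotype. Calculations outside limma used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, figures were drawn with matplotlib 3.10.9, and GC content was read from the reference genome with pysam 0.24.0.

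Both tests across peaks were tested on simulated data with the read numbers of these libraries, in which 200 of 1761 peaks were changed by 2 on the log2 scale. Every simulated peak had the same overdispersion of 1.3. The simulation therefore does not show how often changes are called where the spread differs between peaks. The limma test called 154 of the 200 changed peaks and 0 unchanged peaks, and it called 0 peaks when none was changed. A quasi-Poisson test on estimated reads called 188 changed and 7 unchanged peaks. Estimated reads are the deposited values divided by the factor of each library, and cover counting error only.

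Same-numbered libraries carry replicate numbers in their titles, and nothing states that they came from the same animals or batch. The correlation of their deviations is given with the alternatives. The rule for named genes, fixed before the data were examined, took 25 genes that the paper names for the contractile or synthetic state, transcription factors, TLR7 signaling and TET enzymes, and the 5 peaks higher and 5 lower with the smallest p-value among peaks past the threshold that changed the same way in both same-numbered pairs. No peak passed the threshold, so any other peak named in the text was chosen after its values were seen. The alternatives covered the pseudocount, a filter on low values, quantile normalization, scaling by the total per library, a replicate block, the promoter distance, the gene annotation, the gene-level summary and leaving out each library in turn. The GENCODE M21 annotation of GRCm38 was used for distances to transcript starts and for positions of genes without a peak.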

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

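The test below was chosen after the result was seen. In the peak table, 406 of the 1761 Pol II pSer5 peaks (23.1%) had no gene assigned, and the paper does not discuss them. They were singled out as signal outside the genes the paper discusses, and their median value lies above the smallest value the depth can show. Their median mean value was 11.2, close to 11.5 for gene-body peaks and below 13.8 for promoter peaks. Their median log2 fold change was −0.03, with 21 peaks higher and 25 lower at an unadjusted p-value under 0.05 and 0 at an adjusted p-value under 0.05. A technical explanation is the assignment itself, since assigned peak centres reached at most 189 nt upstream of the TSS (signed distance −189 nt), whereas the promoter definition of the paper extends 5000 nt. If only peaks that touch a gene were assigned, most of the unassigned peaks would lie near a start site, and 61.1% of them lay within 5000 nt of a transcript start of GENCODE M21. Within 500 nt lay 189 of the 406 peaks. This rule does not cover all peaks, since 41 unassigned peaks had their centre inside a gene of GENCODE M21, and 32 assigned peaks had a rounded overlap of 0 with their gene in the table. No biological explanation was tested.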

How the results depend on the processing

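The alternatives were set before the data were examined, except the quasi-Poisson test, the GENCODE M21 annotation and the use of all genes with a peak, which were chosen after seeing the data.

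No peak passed an adjusted p-value of 0.05 in limma with a pseudocount of 1, 0.1 or 10, in the upper 75% of peaks by mean value or after quantile normalization, and 127, 120, 136, 93 and 142 peaks, respectively, had an unadjusted p-value under 0.05. After scaling by the total per library, 6 peaks passed (4 higher and 2 lower). With this scaling, limma's prior degrees of freedom rose from 3.75 to infinity, so that all peaks shared the fitted variance trend, and why was not tested. The quasi-Poisson test on estimated reads also called 6 peaks (2 higher and 4 lower), of which 4 were among those called after scaling by the total. Those 4 include the intragenic peaks of *Zbtb16* (higher) and *Nkd1* (lower). The overdispersion, estimated anew for each split of the 4 libraries, was 1.30 for the genotypes and 1.64 and 1.52 in the other 2 splits, where the test called 0 and 1 peaks. At an unadjusted p-value under 0.05, 33 gene-body peaks were higher and 22 lower in the quasi-Poisson test, 24 and 18 after scaling by the total per library, and 14 and 13 in limma on the deposited values.

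With the replicate number as a block, limma called 0 peaks and 74 peaks had an unadjusted p-value under 0.05, among them 7 gene-body peaks that were higher and 12 that were lower. The correlation of the deviations of same-numbered libraries was −0.07, which gives no sign that the numbers pair the libraries.

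The median log2 fold change of promoter peaks stayed below 0 under 10 alternatives, between −0.05 and −0.002. That of gene-body peaks stayed above 0 under 9 of 10 alternatives, with a highest value of 0.14, and was −0.00854 in the upper 75% of peaks by mean value. The 81 gene-body peaks in the lowest quartile of mean value had a median of 0.39, and promoter peaks in that quartile 0.08. In the same 81 peaks, Tet3smKO:T replicate 1 lay above replicate 2 by a median of 0.32, while the Ctrl replicates differed by a median of 0. Leaving out each library in turn gave −0.07 to −0.01 for promoter peaks, 0.01 to 0.16 for gene-body peaks and 0.04 to 0.23 for their difference. The difference between genotypes in the share of values in gene-body peaks ranged from −0.03 to 1.11 percentage points when each library was left out, and it was −0.0305 without Ctrl replicate 1.

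Among the relations across genes, that between the gene-body change and the promoter level in Ctrl ranged from 0.21 to 0.75 when each library was left out. It reached 0.56 (permutation p = 0.0412, before adjustment) with promoters defined within 1000 nt, and 0.25 when ranked on replicate 2 with the level from replicate 1. With the change taken from all peaks of a gene, mostly promoter peaks, the coefficient was −0.38 over all genes with a promoter peak. The last coefficient was −0.16 and −0.01 when the level was read in the other replicate. The relation to H3K36me3 ranged from 0.24 to 0.31 when each library was left out, and was 0.23 when ranked on replicate 2 and 0.75 (exact permutation p = 0.0255) in the 9 genes in the upper part of mean signal. The cause of the other changes was not tested. The relation to RNA stayed positive under its 8 alternatives (0.13 to 0.48), and ranged from 0.12 to 0.40 when each library was left out. The correlation between replicate pairs fell from 0.28 to 0.0950 in genes in the upper part of mean signal and to 0.0947 over all genes with a peak.

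The median change of the spuriously expressed genes stayed between 0.24 and 0.38 under its alternatives, and between 0.27 and 0.32 when each library was left out. The camera test gave p-values from 0.00551 to 0.0549, the highest in the upper 75% of peaks by mean value, where 22 of the 33 peaks remained.

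Not run, because the values are not raw counts or because no input values were in the table, were TMM normalization, input-based factors, input subtraction, the DESeq2 Wald test and filters on counts. The results for *Tet3* and the other 24 named genes have no alternatives, since none had an assigned peak or a peak inside the gene. A median value of 13 or 14 per peak limits what a single peak can show, and the simulated changes of 2 on the log2 scale were called in 77.0% of peaks.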

Differences from the paper's values

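The paper states that loss of *Tet3* raised Pol II pSer5 at TSSs and in gene bodies. The median log2 fold change of promoter peaks was −0.03 here and that of gene-body peaks 0.10, and no peak passed the threshold in limma's test on the deposited values. Promoter peaks are 63.9% of all peaks and the authors' normalization centres the libraries on the typical peak, so a rise shared by most promoter peaks cannot be seen in these values. Scaling by the total per library, an alternative set before the data were examined, called 4 higher and 2 lower peaks, none of them at a promoter. The quasi-Poisson test on estimated reads, chosen after seeing the values, called 2 higher and 4 lower peaks, also none at a promoter.

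The paper states that intragenic Pol II pSer5 rose most in genes with high TSS occupancy. The coefficient was 0.50 over 12 genes here (permutation p = 0.103). With promoters defined within 1000 nt, an alternative set before the data were examined, it was 0.56 over 14 genes (permutation p = 0.0412, before adjustment). Over the 1119 genes with a promoter peak, a set chosen after seeing the data, the coefficient was −0.38. The change was then taken from all peaks of a gene, and only 12 of these genes had a gene-body peak. This coefficient mostly relates promoter peaks to their own level, so it does not test the paper's statement. A change and a level from the same libraries share their noise, and with the level read in the other replicate this coefficient was −0.16 and −0.01.

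The paper names *Acta2*, *Cnn1*, *Myh11* and *Dbn1* as examples of genes with many spurious transcripts, and designates such genes in part by intragenic Pol II pSer5. None of the 1761 peaks lay inside these genes here. In the highest quartile of expression, only 14.0% of the 499 genes used had an assigned peak. A missing peak is therefore no evidence against intragenic signal in these genes and does not contradict the paper. For contractile genes the paper also reports ChIP–qPCR of intragenic Pol II pSer5 in mESC-SMCs, and intragenic CAGE–seq start sites in *Acta2* and *Myh11*.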

Other observations

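Among the tests below, those on a single library, on start sites, on counting noise and on the selection of genes were chosen after the result was seen, except the test on a single library for the spuriously expressed genes.

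Gene-body peaks lay above promoter peaks by 0.14 in median log2 fold change, and several technical explanations were weighed. Without Ctrl replicate 1 the difference was 0.0389, under 50% of its value, so a single control library is a candidate source of most of it. In the upper 75% of peaks by mean value the difference was 0.0333, also under 50%, so peaks of low value are a candidate source too. In the lowest quartile gene-body peaks had a median of 0.39 and promoter peaks 0.08, so low promoter peaks showed little of the rise. This does not exclude low values as a source of the difference. Without Tet3smKO:T replicate 1, the library with the most estimated reads, it was 0.0743, just above 50% of its value. Against promoter peaks matched on mean value and width it was 0.0755, also just above 50% (95% of 10000 draws between −0.003 and 0.16), and after a linear correction for GC content it was 0.10. For the 98 gene-body peaks farther than 5000 nt from every transcript start of GENCODE M21 the difference was 0.19, so other start sites inside genes do not account for it. Of the 3 splits of the 4 libraries into pairs, 1 gave a difference as large, the real one, and 3 splits cannot give a share under 0.05. In the 81 gene-body peaks of the lowest quartile, the Ctrl replicates differed by a median of 0, so Ctrl replicate 1 did not stand apart there. In the same peaks, Tet3smKO:T replicate 1 lay above replicate 2 by a median of 0.32. Neither a single deviating library nor low values could be excluded as the source of the difference, and 3 splits could not have excluded chance.

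The peaks of the spuriously expressed genes lay above other peaks. Without Ctrl replicate 1 the median change of the 32 genes was 0.27, above 50% of its value, but 251 of 10000 matched random lists reached it (95% of lists between −0.20 and 0.27) and 65.6% of the genes lay above 0. In single pairs of libraries, the median over the 33 peaks was 0.32 for both Tet3smKO:T replicates against Ctrl replicate 1. Against Ctrl replicate 2 it was 0.32 for Tet3smKO:T replicate 1 and 0.13 for replicate 2. How much of the shift a single control library accounts for could not be bounded. Of the 3 splits of the libraries, 1 gave a median as far from 0, the real one (0.34 against −0.04 and −0.02). The paper chose these genes partly from its own groups of this experiment. Of the 32 genes with a peak, 78.1% fell in the upper groups when all genes with a peak were ranked here. The shift cannot be told apart from this selection. With 3 splits, the comparison of splits could not have excluded chance. The camera test beside the claim uses the spread between replicates and did pass 0.05, except in the upper 75% of peaks by mean value (0.0549). Its p-values rest on a small preset correlation between peaks.

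Peak values followed peak width more closely in Tet3smKO:T replicate 1 (Spearman coefficient 0.87) than in the other libraries (0.63, 0.63 and 0.69). In the 148 peaks that were exactly 151 nt wide, the value lay between 7 and 12 in Tet3smKO:T replicate 1, while it ranged from 0 to 16, from 0 to 23 and from 0 to 20 in the other libraries. Peaks at or under 50% of the mean of the other libraries numbered 78 in Tet3smKO:T replicate 1, against 132, 140 and 170 in the others. This library also has the most reads, but in the 148 peaks the SD of its log2 values was 0.15, below the 0.37 that counting noise alone would give at its mean of 13.2 reads (95% of 10000 simulations between 0.32 and 0.42), so its number of reads does not account for the narrow range. A peak set selected mainly by the signal of this library remains as a candidate explanation. No biological explanation was tested.

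Chromosome X held 4 of the 1761 peaks, and 3 of them lay within 5000 nt of a transcript start. From 1502 such peaks on the autosomes, or 7.22 per 100 protein-coding genes, 68.4 would be expected for its 948 protein-coding genes. A single copy of X in males, or a single active copy in females, could lower its signal, and halving all values, with the 5th percentile of mean values (6.25) as the lowest detectable value, would leave 39.0 (95% Poisson interval 27 to 52). The number seen lay below this interval, which covers counting error only. The peak density and the lowest detectable value are assumed, so copy number is not excluded as the cause. Whether a filter removed peaks on X was not tested.

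Gene-body peaks were not all far from start sites. Of the 230 gene-body peaks, 100 lay within 1000 nt of a transcript start in GENCODE M21, 55 had their centre in an exon and 174 in an intron. The genes with the most gene-body peaks were *Galnt2* with 8 and *Fgfr2* with 5, singled out after their values were seen. In the table *Galnt2* spans 4434881 nt, against 114333 nt in GENCODE M21, so its gene-body peaks rest on a much longer gene interval. *Fgfr2* spans 2960899 nt in both.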
